# Spaceflight decelerates the epigenetic clock orchestrated with a global alteration in DNA methylome and transcriptome in the mouse retina

**DOI:** 10.1093/pcmedi/pbab012

**Published:** 2021-05-17

**Authors:** Zhong Chen, Seta Stanbouly, Nina C Nishiyama, Xin Chen, Michael D Delp, Hongyu Qiu, Xiao W Mao, Charles Wang

**Keywords:** spaceflight, DNA methylome, transcriptome, epigenetic clock

## Abstract

Astronauts exhibit an assortment of clinical abnormalities in their eyes during long-duration spaceflight. The purpose of this study was to determine whether spaceflight induces epigenomic and transcriptomic reprogramming in the retina or alters the epigenetic clock. The mice were flown for 37 days in animal enclosure modules on the International Space Station; ground-based control animals were maintained under similar housing conditions. Mouse retinas were isolated and both DNA methylome and transcriptome were determined by deep sequencing. We found that a large number of genes were differentially methylated with spaceflight, whereas there were fewer differentially expressed genes at the transcriptome level. Several biological pathways involved in retinal diseases such as macular degeneration were significantly altered. Our results indicated that spaceflight decelerated the retinal epigenetic clock. This study demonstrates that spaceflight impacts the retina at the epigenomic and transcriptomic levels, and such changes could be involved in the etiology of eye-related disorders among astronauts.

## Introduction

The spaceflight environment contains two major risk factors, irradiation and microgravity, which are thought to induce adverse effects on astronauts’ vision and central nervous systems,^1–4^ and in particular, the eye and retina.^5,6^ Studies reported that more than 30% of astronauts returning from Space Shuttle missions or the International Space Station (ISS) were diagnosed with eye problems that reduced visual acuity.^3,7^ Furthermore, a recent study showed that spaceflight induced significant apoptosis in the retinal inner nuclear layer (INL) and ganglion cell layer (GCL) of mice.^8^ Previous work has also shown that many genes involved in oxidative stress and mitochondria-associated apoptosis are altered in the retinas of space-flown mice, and oxidative stress-induced apoptosis plays an important role in response to space irradiation in mouse retinas.^9–11^

Previous research on space-induced visual impairment in astronauts has primarily utilized proteomics and microarray technologies to better understand the biological effects of spaceflight on the mouse retina; these studies collectively reveal that spaceflight alters the expression of certain genes and proteins involved in cell death, mitochondrial function, endoplasmic reticulum (ER) stress, neuronal and glial cell loss, and axonal degeneration in mice.^9,12^ Although there are studies analyzing the transcriptome in human retinas, none has been done under spaceflight conditions.^13–16^ Thus, the mechanisms underlying the spaceflight-induced vision impairment remain largely unknown. Even though spaceflight-induced transcriptomic reprogramming in mouse retinas was recently reported,^17^ there has been no study of the effects of spaceflight on the retina methylome or the epigenetic clocks of animals or humans.

There is great enthusiasm both within the scientific community and society in general with the ambitious plans for the return of manned missions to the moon and long-duration (>300 days) space travel to Mars and beyond. However, a comprehensive assessment of the adverse effects on the human body is still incomplete. In a recent NASA Twins Study, some persistent changes in gene expression, DNA damage, telomeres, neuro-ocular and cognitive function were observed when comparing the spaceflight twin brother to his earth-bound twin.^18^ It has also been shown that long-duration spaceflight changes gene regulation at both the transcriptional and epigenetic levels, although the majority of these changes return to the preflight level six months after returning to earth. As part of a NASA research consortium to accelerate spaceflight risk characterization and to gather omics data to allow robust predictions of cellular response in organisms exposed to long-duration spaceflight, we investigated the DNA methylome, epigenetic clock and transcriptome of retinas from mice flown on a long-duration 37-day mission, the human equivalent of 4.1 years, as part of the Rodent Research-1 (RR-1) project. We identified differentially methylated genes (DMGs) and differentially expressed genes (DEGs) between spaceflight and ground control mice. In addition, as epigenetic clocks have been used to predict tissue biological ages and age-related diseases in both humans^19^ and mice^20,21^, we calculated spaceflight-induced epigenetic clock based on the DNA methylation at unique CpG sites of mouse retinas to predict the retinal tissue aging due to the spaceflight. This study provides new insights into the visual impairment due to long-duration spaceflight.

## Results

### Study design and overall QC of RRBS DNA methylome and RNA-seq transcriptome data

To study the effects of spaceflight on retinal tissue epigenomic and transcriptomic changes, we constructed 18 reduced representation bisulfite sequencing (RRBS) libraries with one sample being removed from downstream analysis due to low quality (8 flight vs. 9 ground control mice) and 18 RNA-seq libraries (9 flight vs. 9 ground control mice). 

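Retinal DNA of female mice that spent 37 days in flight, and of ground control mice kept in the same kind of habitat, was read by reduced representation bisulfite sequencing (RRBS), in which unmethylated cytosines are converted and CpG-rich fragments are sequenced. There were 8 spaceflight and 8 ground control libraries, each from 1 retina of 1 mouse. Of the 9 ground control libraries that the paper counts, 8 are analysed here. The authors trimmed the reads with Trim Galore 0.4.5, removed PCR duplicates by random tags, aligned the rest to GRCm38 with Bismark and listed reads and percent methylation for each CpG cytosine, with the strands apart. Spaceflight libraries held 61652709 to 80242659 reads on CpG cytosines (median 74598361.5) and ground control libraries 59572205 to 105298542 (median 71373309). The median number of reads per cytosine was 20 to 27 in spaceflight libraries and 18 to 31 in ground control libraries. Here the strands of each CpG were added together, and the 1071432 CpGs with at least 10 reads in every library were compared between groups. Each CpG was fitted by logistic regression of methylated reads on group, with an F-test scaled by the overdispersion between mice (never taken below 1), and the p values were adjusted by the Benjamini-Hochberg method. A CpG was called differentially methylated at an adjusted p of 0.05 or under and a difference of at least 10 percentage points between the pooled percentages. No CpG was, at a lowest adjusted p of 0.865, so no CpG is described as changed, and counts at an unadjusted p of 0.05 or under are named as such. Promoters were taken as 1000 bp to either side of a transcription start site, and the TSS region as 200 bp to either side. CpG islands were found from the sequence as stretches of at least 200 bp with at least 50% GC and an observed to expected CpG ratio of at least 0.6, with shores of 2000 bp beyond them. Percentages are given as mean ± SD across the libraries of a group.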

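Retinal RNA of mice of the same groups was sequenced in 9 spaceflight and 7 ground control libraries, each from 1 mouse, and 14 mice (8 spaceflight and 6 ground control) have both an RNA and a DNA library. The paper counts 9 ground control mice; 2 further columns of the expression table are not used here. The authors trimmed the reads with Trimmomatic, aligned them to GRCm38 with TopHat2, and gave expression as FPKM, fragments scaled to transcript length and library size, from Cufflinks for 26630 entries. The paper's table of reads gives 40318173 to 43256680 read pairs for the spaceflight libraries (median 42172739) and 38816396 to 49184051 for the ground control libraries (median 43761799). Short structured RNAs, such as small nucleolar RNAs, took 26.7% to 60.8% of all FPKM in spaceflight libraries and 43.6% to 65.7% in ground control libraries. Here the log2 of FPKM plus 0.1 was compared between groups with limma (moderated test with a mean-variance trend) for the 12460 genes at an FPKM of at least 1 in all 16 libraries. A gene is said to have risen or fallen at a fold change of at least 1.2, an unadjusted p of 0.05 or under and a Benjamini-Hochberg adjusted p of 0.3 or under, the paper's thresholds. In addition, 38 lists of genes were fixed before the expression values were read, but after the paper's table of differentially expressed genes had been read. Genes of a list count as measured at a mean FPKM of at least 1, and each list was tested with camera at a preset correlation of 0.01, and again at a correlation estimated from the data; no list was called with the estimated correlation or by fry. Log2 changes are spaceflight against ground control, and FPKM are given as mean ± SD with n = 9 spaceflight and 7 ground control mice.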

Figure   1 shows the study design. Fragment sizes of RRBS library were between 200 and 500 bp, with a peak around 300 bp. RNA-seq library size distribution ranged between 200–500 bp, with a peak around 280 bp. To monitor the quality of the RNA-seq, we also added External RNA Control Consortium (ERCC) spike-in controls in an amount equivalent to about 1% of the total RNA in each sample before RNA-seq library construction. We generated ∼778 million reads of 75-bp single-end RRBS DNA methylome data and 764 million reads (75 bp × 2) of pair-end RNA-seq transcriptomic data, corresponding to an average of ∼45.8 million (N = 17) sequence reads per RRBS sample, and 42.5 million (N = 18) sequence reads per RNA-seq sample (Supplementary Table S3).

**Figure 1.**
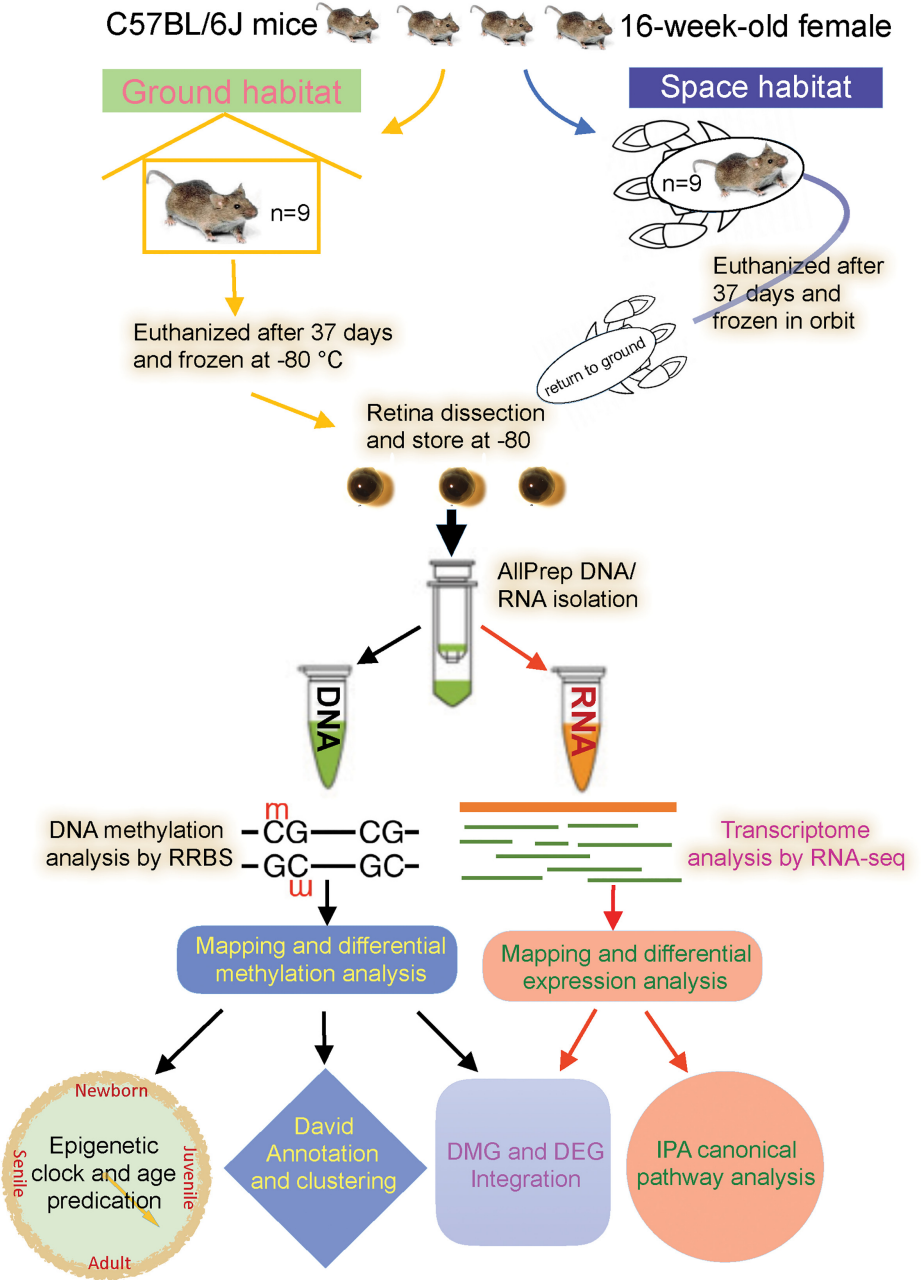
Study design. This study was under the NASA Rodent Research-1 (RR-1) project consortium. Spaceflight mice after flight were euthanized and frozen on orbit. The retinas were isolated from both the ground habitat control and flight mice after returning to ground. RNA and DNA were extracted from the retinas, and then RRBS and RNA-seq libraries were constructed to obtain DNA methylome and transcriptome, respectively. Retinal epigenetic age was calculated using MouseEpigeneticClock script. Disease and bio-functional pathways were generated using the DAVID GO functional annotation and the Ingenuity Pathway through Analysis (IPA) based on DMGs & DEGs.

High-quality reads were obtained from both RRBS and RNA-seq data (Supplementary Fig. S1). We aligned the RRBS DNA-seq methylome data, 75 bp single reads to the NCBI mouse GRCm38 genome. On average, 62.48% of the reads were aligned to the genome with an average of 26.3 million (N = 17) aligned reads per sample (Supplementary Table S3). The aligned reads were further annotated, resulting in an average of 1.84 million (N = 17) CpG sites covered by at least 10 reads. 

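CpG islands, which are mostly unmethylated stretches at gene starts, held 521037 of the 1071432 CpGs with at least 10 reads in every library, and their shores held 85462. Promoters held 517192 of these CpGs, exons 103440, introns 200240 and intergenic sequence 250560. Before the strands were added together, 1555214 to 1925679 cytosines had at least 10 reads in each spaceflight library and 1689424 to 2068884 in each ground control library. With the strands together these were 1145321 to 1486100 CpGs in spaceflight libraries and 1281874 to 1605325 in ground control libraries. The number of CpGs per library did not differ between the groups (exact permutation test, two-sided, p = 0.333). CpGs within islands were 45.9% ± 1.42 (SD, n = 8) of those in a spaceflight library and 44.5% ± 1.02 (SD, n = 8) of those in a ground control library (exact permutation test, p = 0.0371).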

For RNA-seq transcriptomic data, we aligned the 75 × 2 bp fastq reads to the NCBI mouse GRCm38 genome, NCBI GRCm38 gene model, and ERCC transcripts. Overall, ∼85.05% (N = 18) of the reads were aligned to the genome uniquely, and 0.35% (N = 18) to the ERCC transcripts. Among the reads aligned to the genome, 56.03% (N = 18) to the exons, 20.88% (N = 18) to the introns. Scatterplots of ERCC log2 (FPKM) vs. log2 (spike-in concentration) showed an overall linear relationship (R^2^ = 0.94) between the observed and the expected transcripts of the ERCC spike-in controls (Supplementary Fig. S1G).

### Global epigenomic and transcriptomic changes in the retinas of spaceflight mice

Overall, 31.2 million CpGs, ranging from 1.6 million to 2.1 million CpGs per sample, were used to study the genome-wide CpG methylation patterns in terms of the relationship to the genomic features. The profiling CpG methylation patterns revealed that the spaceflight mice were hypomethylated globally compared to ground mice (*P* = 0.034, two-tailed t-test, Fig. 2A). 

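Retinas of spaceflight and ground control mice had nearly the same mean methylation over the CpGs read in every library, at 36.99% ± 0.228 (SD, n = 8) after spaceflight and 37.03% ± 0.223 (SD, n = 8) in ground control mice. The difference of −0.0387 percentage points (95% confidence interval −0.274 to 0.207) did not pass an exact permutation test over the 12870 ways to divide the mice (two-sided, p = 0.746). Right eyes alone differed by −0.0754 points (5 against 5 mice, exact p = 0.476) and left eyes alone by 0.0225 points (3 against 3 mice, exact p = 0.8, where 0.1 is the smallest p such groups allow). Over the CpGs that each library itself read at least 10 times, the mean was 39.2% ± 1.17 after spaceflight and 40.3% ± 0.947 in ground control mice, a difference of −1.15 points (95% confidence interval −2.30 to 0.00185, exact permutation p = 0.0505). When every CpG was set to its mean over the libraries that read it, the difference was −1.12 points (exact permutation p = 0.0253). A CpG read in few libraries keeps their level, so this value may not rest wholly on which CpGs a library read. Adding up the reads of a library on shared CpGs, which weighs deeply read CpGs more, gave 37.4% ± 2.41 and 40.6% ± 1.30. This was a difference of −3.19 points (exact permutation p = 0.00497). With each shared CpG at its mean over all libraries, −2.95 points remained (exact permutation p = 0.00606). Leaving out 1 library took the difference over each library's own CpGs from −1.46 points (without M31, exact permutation p = 0.00668) to −0.859 points (without M23, exact p = 0.0977). From a lower genome-wide methylation level, the paper concludes that spaceflight mice were hypomethylated globally and, with the counts and clustering of differentially methylated CpGs, that spaceflight changed DNA methylation in the retina.

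**Figure D1:**
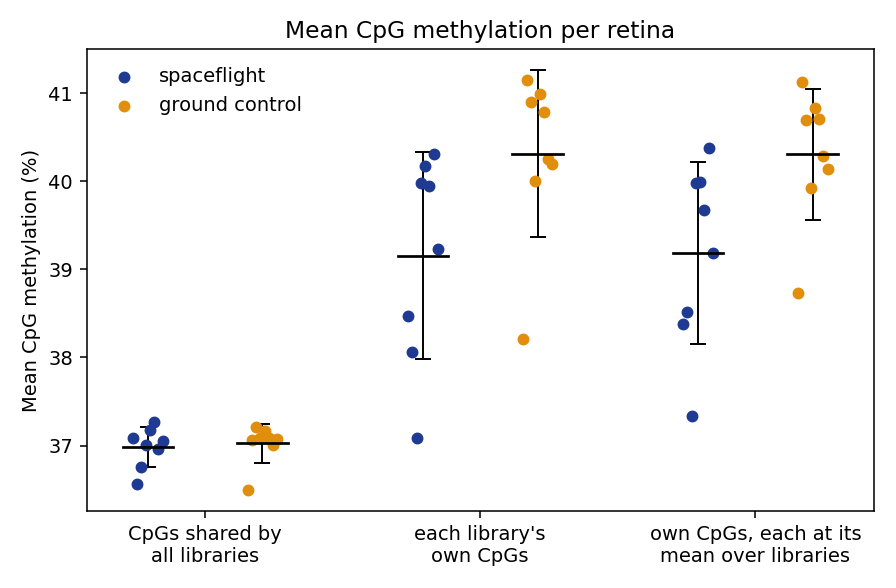
Mean CpG methylation of each retina in percent (vertical axis), for 8 spaceflight mice and 8 ground control mice, over the CpGs shared by all libraries, over each library's own CpGs, and over its own CpGs with each CpG set to its mean over libraries. Points are mice, horizontal bars are means and error bars are SD. The groups lie together at 37.0% on shared CpGs and apart by 1.15 points on own CpGs. They lie apart by 1.12 points with each CpG at that mean.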

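CpG islands were nearly free of methylation in the retina, at 3.50% ± 0.0466 (SD, n = 8) after spaceflight and 3.53% ± 0.0511 (SD, n = 8) in ground control mice. Shores, the flanks of islands, were at 25.6% ± 0.262 and 25.6% ± 0.316, and shelves, the sequence beyond shores, at 66.1% ± 0.452 and 66.1% ± 0.413. Within each mouse the island mean lay below the shore mean, by 22.1 ± 0.255 points after spaceflight and 22.0 ± 0.298 points in ground control mice. In both groups this passed an exact sign-flip test across 8 mice (p = 0.0078, the smallest p that 8 mice allow). None of the 3 kinds of region differed between spaceflight and ground control mice (exact permutation test, adjusted p = 0.987 for each).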

A significant lower CpG methylation level was observed within CG islands compared to CpG shores in both ground and spaceflight mice (*P* < 2.2E−16, two-tailed *t*-test). In addition, the level of methylation was significantly higher in the introns compared to exons in both groups (*P* < 2.2E−16, two-tailed *t*-test). 

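Introns carried more methylation than exons in every mouse of both groups. Intron CpGs were at 68.1% ± 0.486 (SD, n = 8) after spaceflight and 68.1% ± 0.546 (SD, n = 8) in ground control mice, exon CpGs at 63.2% ± 0.277 and 63.3% ± 0.224, and intergenic CpGs at 68.8% ± 0.388 and 68.9% ± 0.326. The difference of introns and exons within a mouse was 4.57 to 5.20 points after spaceflight and 4.06 to 5.06 points in ground control mice. It passed the exact sign-flip test in each group, again at the smallest p available. Between spaceflight and ground control mice, exons differed by −0.0968 points and introns by −0.00453 points, neither past an exact permutation test (p = 0.442 and 0.987).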

The methylation at the transcription starting site (TSS) had the lowest methylation compared to other genomic regions (promoter, exon and intron) in both spaceflight and ground mice. Furthermore, 62.5% of the 643 differentially methylated genes were hypomethylated and 37.5% were hypermethylated (Fig.   2B). 

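Sequence at transcription start sites was the least methylated of the gene regions in all 16 retinas, at 2.88% ± 0.0443 (SD, n = 8) after spaceflight and 2.89% ± 0.0411 (SD, n = 8) in ground control mice. Promoters, which include it, were at 4.28% ± 0.0555 and 4.29% ± 0.0584. Within each spaceflight mouse the TSS lay 1.4 ± 0.0219 points below the promoter, 60.3 ± 0.258 points below exons and 65.2 ± 0.470 points below introns. Ground control mice gave 1.4 ± 0.0231, 60.4 ± 0.194 and 65.2 ± 0.522 points for the same contrasts, and all 6 contrasts passed the exact sign-flip test. TSS regions of the groups differed by −0.00924 points (exact permutation p = 0.667) and promoters by −0.0119 points (exact p = 0.683); without chromosome X both differences had the other sign, at 0.0102 and 0.0107 points.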

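Among CpGs at an unadjusted p of 0.05 or under with a difference of at least 10 points, those in promoters and CpG islands were mostly lower after spaceflight, and those in introns were evenly divided. Of 350 such promoter CpGs 226 were lower, of 342 island CpGs 222, and of 644 intron CpGs 318. Shelves had 41 lower CpGs and 53 higher ones. Altogether 1147 were lower and 868 higher, which is 56.9% lower (exact Clopper-Pearson 95% confidence interval 54.7% to 59.1%, for counting error only). This share was 49.5% without spaceflight mouse M22 and 65.9% without ground control mouse M31. On autosomes alone 972 of 1792 were lower, which is 54.2%. Promoters and islands were not counted without chromosome X, so its part in their direction is not known. Of 100 divisions of the mice, the real one included, 63 gave a share as large in the more frequent direction.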

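Introns and intergenic sequence held most of the 2015 CpGs at an unadjusted p of 0.05 or under with a difference of at least 10 points. Intergenic sequence held 36.1% of them against 23.4% of all CpGs tested, an odds ratio of 1.86 (Fisher's exact test, adjusted p = 1.3e-37). Introns held 32.0% against 18.7%, an odds ratio of 2.05 (adjusted p = 1.1e-45), and exons 14.5% against 9.65%, an odds ratio of 1.59 (adjusted p = 4.1e-12). Shores and shelves were also over-represented, at odds ratios of 1.32 and 2.157 (adjusted p = 0.000244 and 7.3e-11). Neighbouring CpGs are not independent, so these p values overstate the evidence. The background was all CpGs tested, not CpGs of the same level, and nearly unmethylated CpGs cannot be 10 points lower.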

Annotation of differentially methylated CpGs (DMCs) revealed that a large portion of the DMCs were located in introns, followed by intergenic regions and exons. About 15% of the DMCs were located in promoters (Fig. 2C). 

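Promoters and CpG islands, the regions that were nearly unmethylated, held fewer of these CpGs than their share of the CpGs tested. Promoters held 17.4% of the CpGs against 48.3% of those tested, an odds ratio of 0.225 (Fisher's exact test, adjusted p = 3.8e-185). Islands held 17.0% against 48.6%, an odds ratio of 0.215 (adjusted p = 4.3e-194). An example in a promoter is the CpG at position 112535347 of chromosome 7, at −336 bp from the start of the non-coding RNA gene Parvaos, at 60.7% ± 3.45 (SD, n = 8) after spaceflight and 74.9% ± 5.82 (SD, n = 8) in ground control mice. It had at least 43 reads in every library, and its adjusted p was 0.865 as for all CpGs at the top of the list.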

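Over all shared CpGs, the retinas of spaceflight and ground control mice did not form separate groups. The first principal component took 12.5% of the variance and did not differ between groups (exact permutation test, p = 0.656), and the second took 9.46% (exact p = 0.0427) with overlapping groups. At the 643 CpGs of the paper's table, the first component took 38.4% and put every spaceflight mouse on one side of every ground control mouse (exact permutation p = 0.000155, the smallest p that 8 mice against 8 allow). These CpGs were chosen by their difference between the same mice. When the top CpGs were taken the same way for 100 divisions of the mice, the real one included, the first component set the groups apart in all 100.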

Principal component analysis (PCA) (Fig. 2D) and hierarchial cluster analysis (HCA) (Fig. 2E) based on DMCs showed a clear difference between spaceflight and ground control mice. 

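The CpGs with the smallest p values were nearest to the starts of genes of varied function, some of them far away. In an intron of Arid1b, a subunit of the SWI/SNF chromatin remodelling complex, the CpG at position 5101047 of chromosome 17 was at 65.9% ± 10.8 (SD, n = 8) after spaceflight and 85.6% ± 5.3 (SD, n = 8) in ground control mice. The start of Cd276, an immune checkpoint protein, was the nearest to an intron CpG at position 58526635 of chromosome 9. This CpG, at −28398 bp from that start, was at 83.8% ± 4.27 and 95.0% ± 3.54. Smarcal1, a helicase that restarts stalled replication forks, had a CpG at −5773 bp from its start, at position 72577478 of chromosome 1, that was higher at 19.9% ± 4.61 and 10.1% ± 3.21. An intron CpG at position 49558991 of chromosome 7 was at 82.4% ± 3.25 and 71.8% ± 5.89. Its nearest start, at −77844 bp, is that of Dbx1, a homeobox gene of neural progenitors. By logistic regression 0 CpGs were differentially methylated at an adjusted p of 0.05 or under or of 0.3 or under, and 2015 had an unadjusted p of 0.05 or under and a difference of at least 10 points. Without the term for overdispersion, 135 CpGs with a difference of at least 10 points passed an adjusted p of 0.05, and 902 passed 0.3. In reads simulated for 100000 CpGs at the depth of these libraries, a spread between mice was assumed. The same test called 94% of 1000 CpGs that were changed by 30 points, at an adjusted p of 0.05 or under. Smaller changes were not simulated, so recovery near the threshold of 10 points is not known.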

Overall, the methylation data clearly demonstrated that spaceflight induced profound DNA methylation changes.

**Figure 2.**
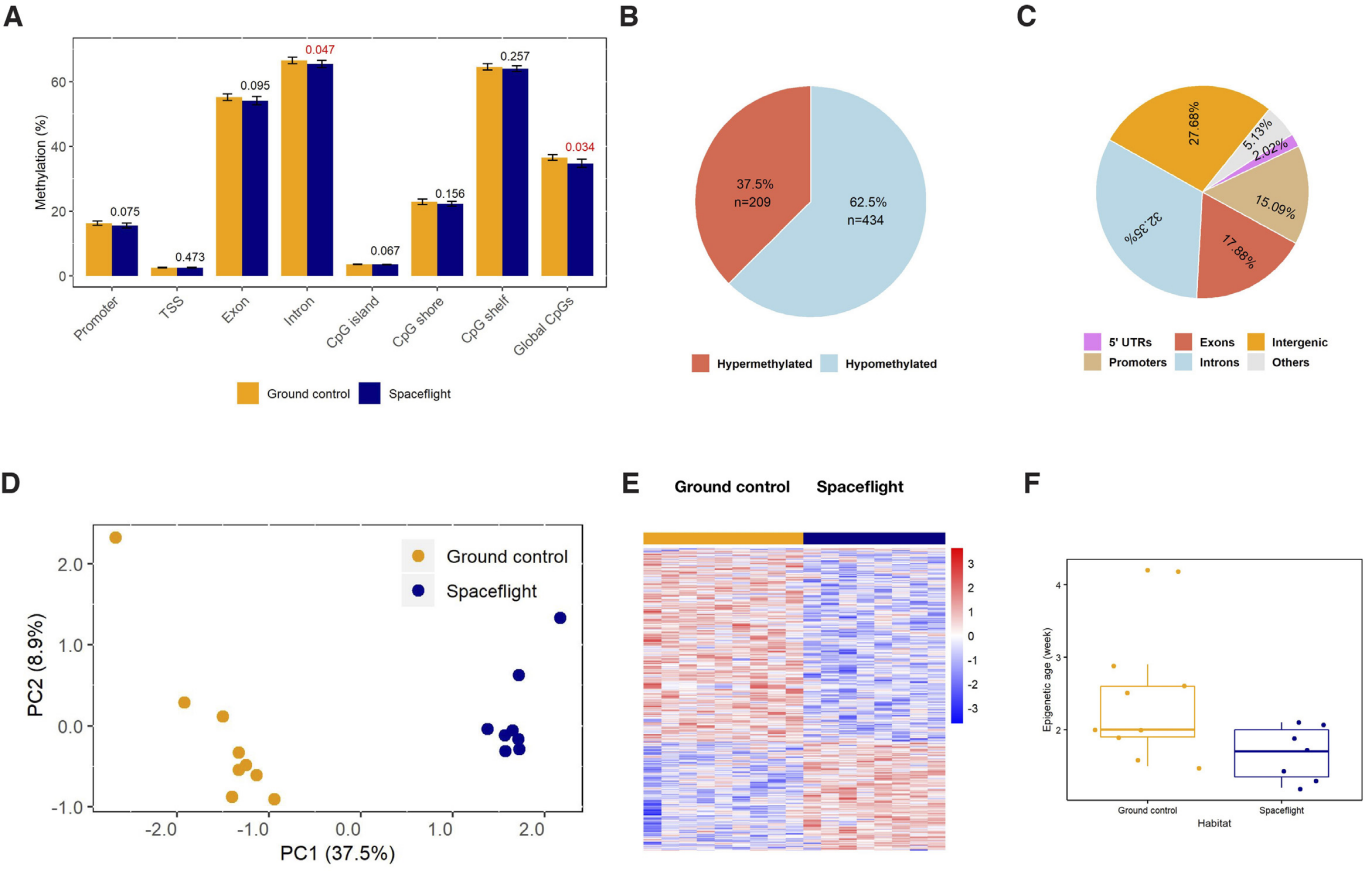
Spaceflight caused global epigenomic changes in mouse retina. (A) Genome-wide CpG methylation status at various genome regions. (B) and (C) Characteristics of significant differentially methylated CpGs (DMCs, methylation change > 10% and *P* ≤ 0.05). (D) Principal component analysis (PCA) based on the spaceflight induced DMCs. The beta values of all differentially methylated CpGs were used for PCA computation and no filtering was applied. (E) HCA plots based on DMCs. (F) Epigenetic ages calculated using Stubb's age estimator based on retinal methylomes.

As DNA methylation has been successfully used to predict epigenetic clock—biological age,^22^ we determined the epigenetic clocks of the retinas of spaceflight and control mice, using Stubbs’ epigenetic clock predictor.^20^ The differences of Stubbs’ predicted biological ages between the spaceflight and ground control mice were tested using Welch's two-sample *t*-test, which showed a significant age deceleration in spaceflight mice relative to ground mice (1.7 vs. 2.4 weeks, *P* = 0.049 on two-tailed *t*-test) (Fig. 2F). It is worth noting that the predicted epigenetic ages were much younger than the true chronological ages (21.2 weeks).

Our RNA-seq transcriptomic analysis identified 177 DEGs (fold change ≥ 1.2, *P* ≤ 0.05 and FDR ≤ 0.3), including both up- and down-regulated genes (Fig. 3A and Supplementary Table S1). 

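Spaceflight retinas had more RNA for the neuropeptide somatostatin (Sst), made by amacrine cells, and less for Htr3a. Sst rose from 5.12 ± 2.20 FPKM (SD, n = 7) in ground control mice to 15.3 ± 7.6 FPKM (SD, n = 9) after spaceflight, a log2 change of 1.55 (limma, adjusted p = 0.205). Htr3a, a serotonin-gated ion channel, fell from 4.94 ± 2.09 to 2.46 ± 0.598 FPKM (log2 change −0.92, limma adjusted p = 0.293). Nab2, a corepressor of the EGR transcription factors, fell from 14.3 ± 2.59 to 9.29 ± 1.71 FPKM (log2 change −0.62, limma adjusted p = 0.23). Xrcc1, a scaffold of DNA single-strand break repair, and Abcf1, a translation factor, fell by log2 changes of −0.33 and −0.27, and in both every spaceflight mouse lay below every ground control mouse. In all, 24 genes passed the thresholds (10 risen and 14 fallen), and 0 had a limma adjusted p of 0.05 or under. Without the adjusted p 936 genes passed (536 higher and 400 lower). That balance was 663 higher and 756 lower without M31, and 373 higher and 176 lower without M40. Groups that do not overlap were found for 12 of 14322 genes, where 2.50 (0.0175%) would do so by chance. The count of 24 was 0 without any 1 of the mice M21, M25, M26, M27, M30, M32 or M40, and 1400 without ground control mouse M31. It was 0 as well with M21 counted as a ground control. Ground control mice M40 and M32 stand apart from all others on the second principal component of the tested genes (20.5% of the variance), with scores of 44.0 and 40.3 against at most 6.04.

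**Figure D2:**
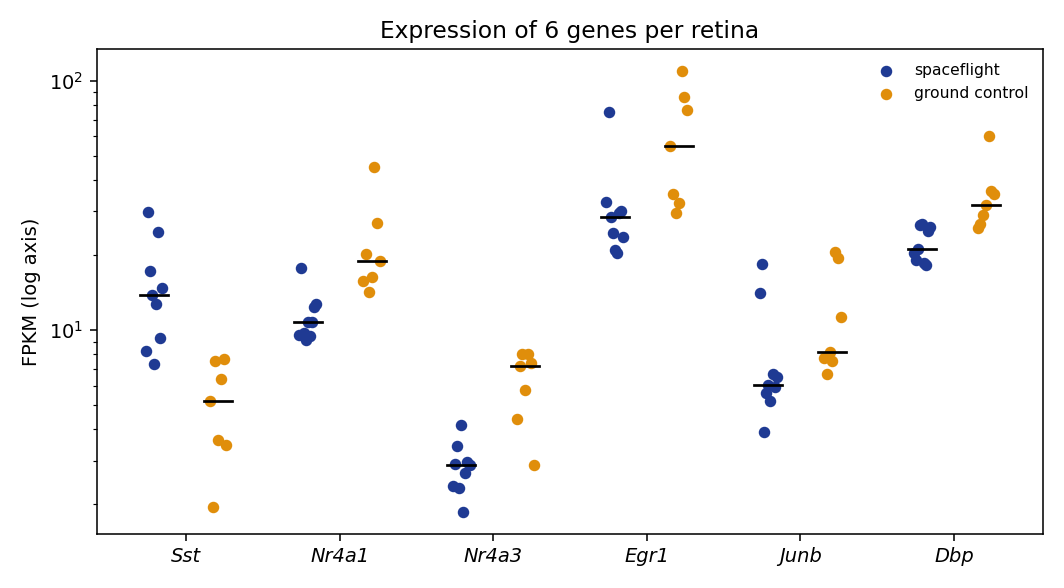
FPKM (vertical axis, logarithmic) of 6 genes in 9 spaceflight and 7 ground control retinas; points are mice and horizontal bars are medians. Most spaceflight mice lie above the ground control mice for Sst and below them for Nr4a1 and Nr4a3, while the groups overlap for Egr1, Junb and Dbp.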

Similar to what was observed in the methylome dataset, a distinct separation was observed between the spaceflight and ground control mice based on both the PCA and HCA on the DEGs (Figs. 3B and 3C).

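The neuronal layers of the retina showed no shared change: 0 of 20 rod photoreceptor genes, 0 of 11 cone genes, 0 of 12 bipolar cell genes, 0 of 6 horizontal cell genes and 0 of 13 retinal ganglion cell genes rose or fell, over all genes or adjusted over the list alone. Their median log2 changes were −0.09, 0.03, 0.04, −0.02 and −0.07, with camera adjusted p from 0.136 to 0.882. Of 14 amacrine cell genes, Sst alone rose (also adjusted over the list alone), and 11 were lower (median −0.12, adjusted p = 0.346). Markers of tissue around the retina varied far more between mice than between groups. All 16 lens genes were lower after spaceflight (median log2 change −1.56, camera adjusted p = 0.0334, adjusted p = 0.933 with an estimated correlation; 0 passed over all genes or adjusted over the list alone). The lens crystallin Cryaa reached 15011 FPKM in ground control mouse M31 and 9594 FPKM in spaceflight mouse M22, with 532 FPKM the next highest. All 9 genes of the retinal pigment epithelium were lower (median −0.41, adjusted p = 0.0334, adjusted p = 0.933 with an estimated correlation), and so were all 11 of melanocytes and pigmented cells (median −0.26, adjusted p = 0.136; 4 are in the paper's table). Without M31 neither list passed (camera adjusted p = 0.739 for lens and 0.498 for pigment epithelium). The lens list also did not pass without M21, M24, M26, M29, M35 or M36 (0.0735 to 0.1505), with a pseudocount of 1 (0.0730) or with M21 as a ground control (0.175), and passed without M22 (1.4e-05) and without M31, M22 and M21 (0.0391). The pigment epithelium list did not pass without M21, M22 or M35 either (0.0532, 0.151 and 0.0736), nor after quantile normalization (0.123) or with M21 as a ground control (0.0661), and turned higher without M31, M22 and M21 (0.747). Of 9 anterior segment genes 7 were lower (median −0.20, adjusted p = 0.171; 3 in the paper's table). Of 14 endothelial genes 8 were lower (median −0.10, adjusted p = 0.5257). All 11 genes of corneal and basal epithelium were higher (median 0.94, adjusted p = 0.126), with Krt5 at 580 FPKM in M21, 121 FPKM in M22 and 23.3 FPKM in the next. Adjusted over the list alone, 1 gene of pigmented cells and 1 of the anterior segment were lower. On the genes of the paper's table, the first principal component (56.4% of the variance) did not differ between groups (exact permutation p = 0.703), the second (12.5%) did (exact p = 0.00131), and the groups overlapped on both.

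**Figure D3:**
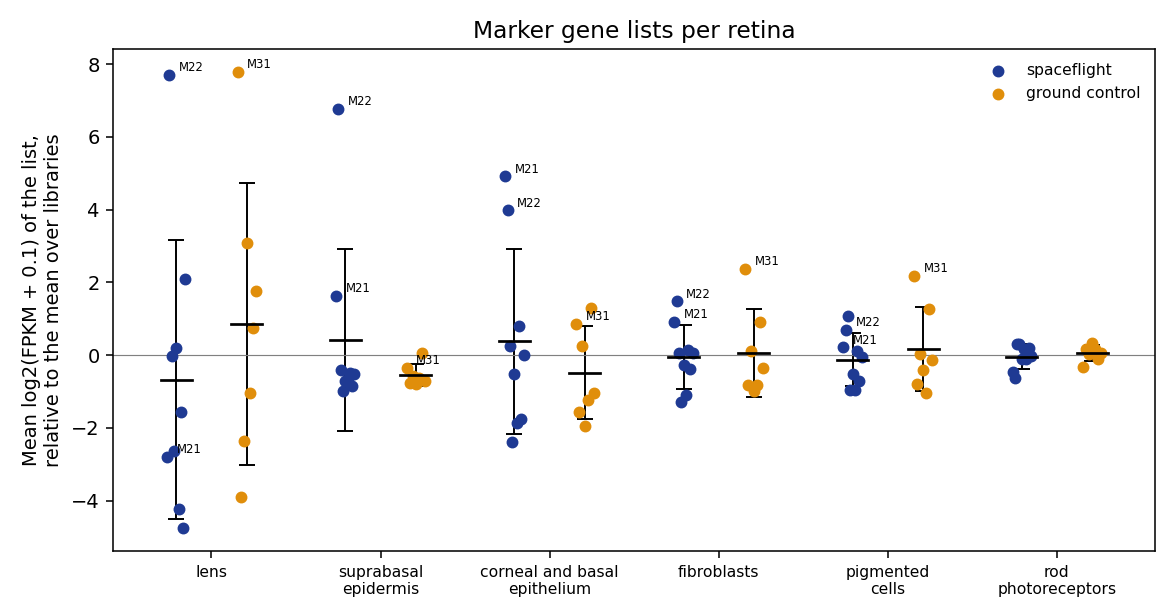
Mean log2 expression of 6 lists of marker genes in each retina, relative to the mean over libraries (vertical axis), for 9 spaceflight and 7 ground control mice; points are mice, horizontal bars are means and error bars are SD. M22 and M31 stand far above the other mice for lens (7.70 and 7.78), M22 for suprabasal epidermis (6.76), and M21 and M22 for corneal and basal epithelium (4.91 and 3.98), while rod genes vary little.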

**Figure 3.**
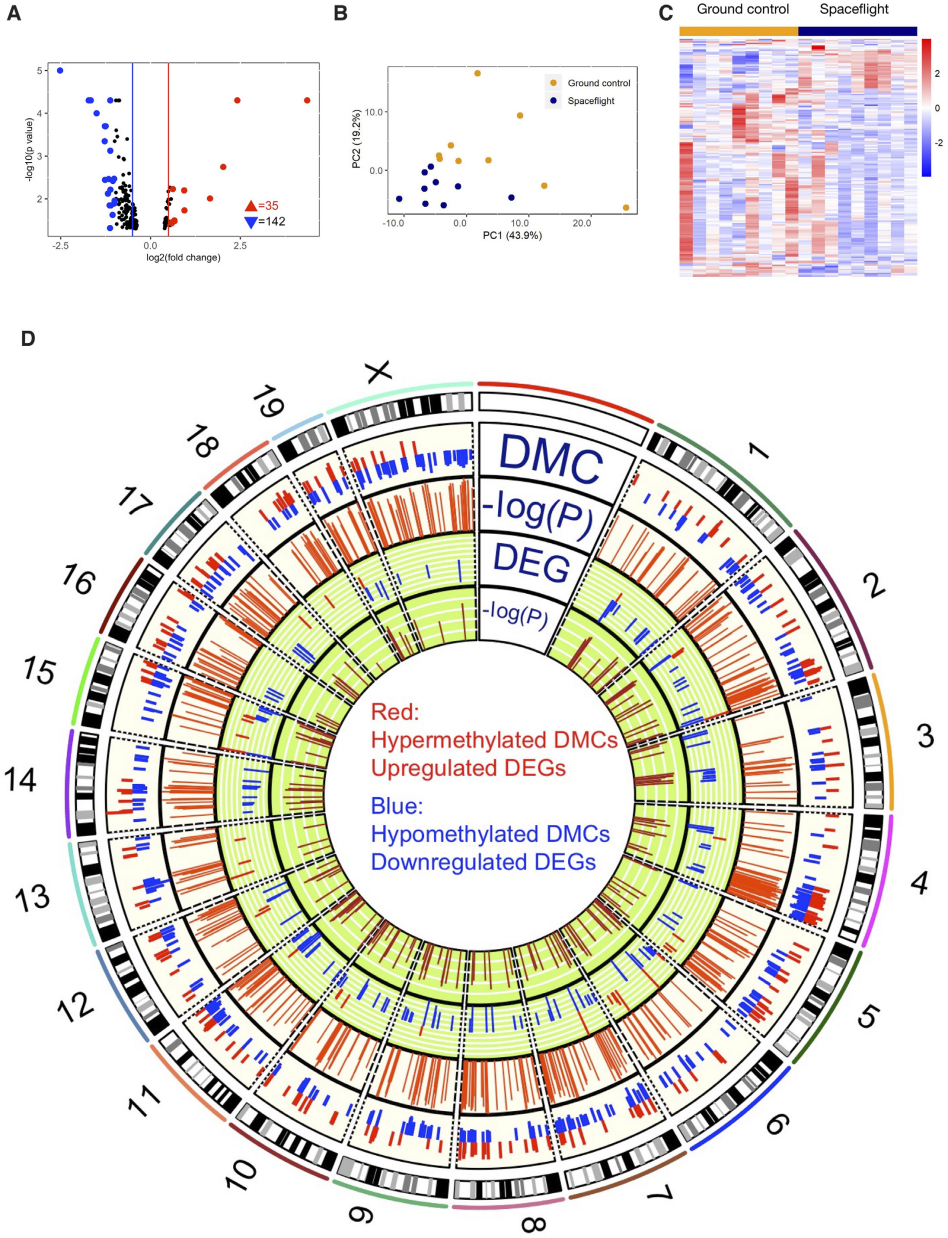
Spaceflight induced global alterations on gene expression and the distribution of DMCs and DEGs across chromosomes. (A) Volcano plot showing significant differentially expressed genes (DEGs, fold change > 1.2 and *P* ≤ 0.05). Red and blue triangle indicates the number of up-regulated or down-regulated DEGs, respectively. DEGs with more than 50% expression change are highlighted in red (up-regulated) and blue (down-regulated). (B) PCA using the spaceflight induced DEGs. The normalized expressions of 177 DEGs were used for PCA computation and no sample was filtered out. (C) HCA plots based on DEGs between spaceflight mouse retinas and ground controls. (D) Circos plot showing the distribution of DMCs and DEGs across chromosomes. Y chromosome was excluded as only female mice were used in the study.

We further examined the alteration patterns due to the spaceflight on the DNA methylome and transcriptome across chromosomes using Circos plotting (Fig. 3D). Despite that differentially methylated regioins (DMRs) were observed on each chromosome (chromosome Y was excluded as only female mice were used in this study), the DMRs were not evenly distributed across chromosome as well as at certain particular chromosome regions, suggesting that some chromosomes or regions were more prone to methylation modification. For instance, Chr X harbored the most DMRs, followed by Chr 4 and 7. In addition, some regions, e.g., Chr 4: 95 278 373–155 343 067 and Chr 2: 118 262 949–159 068 995, exhibited locally enriched DMRs. 

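Chromosome X held the most CpGs at an unadjusted p of 0.05 or under with a difference of at least 10 points, at 223 of 25657 tested, an odds ratio of 5.11 against the autosomes (Fisher's exact test, p = 2.8e-78). Of the X CpGs tested 45.8% lay between 20% and 80% methylation, against 11.2% of autosomal CpGs. Among CpGs in that range the odds ratio was 1.33 (Fisher's exact test, p = 0.000265). Chromosome 4 held 174 such CpGs (odds ratio 1.22, adjusted p = 0.0436) and chromosome 7 held 145 (odds ratio 1.13, adjusted p = 0.29). In the paper's table chromosome X holds 70 of the 643 CpGs, chromosome 4 holds 61 and chromosome 7 holds 52. Of 100 divisions of the mice, the real one included, 14 gave an X odds ratio at least as high as the real one.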

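The stretch of chromosome 4 that the paper names held 143 of the 2015 CpGs among 50187 tested, an odds ratio of 1.56 (Fisher's exact test, adjusted p = 1.6e-05). Col8a2, a collagen of the corneal endothelium, lies within it, and so does the site that the paper's table assigns to Jun, whose gene lies outside. The stretch of chromosome 2 held 35 among 21375, an odds ratio of 0.868 (adjusted p = 0.578). With the paper's own 643 CpGs, the chromosome 4 region held 53 (odds ratio 1.83, adjusted p = 0.0012) and the chromosome 2 region 15 (odds ratio 1.17, adjusted p = 0.721). The paper named both stretches for their sites in libraries that include these, so these tests are not independent evidence. Neighbouring CpGs are not independent either, so the p values overstate the evidence.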

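Genes with different expression were spread over the chromosomes much as the genes tested were, except on chromosome 17. There 56 of 520 genes passed the fold change and an unadjusted p of 0.05 or under, an odds ratio of 1.67 (Fisher's exact test, adjusted p = 0.0198). Genes that vary together are not independent, so this p value overstates the evidence. Chromosome 17 was not tested in other divisions of the mice or with a library left out. Chromosome X had 19 of 357 (odds ratio 0.746, adjusted p = 0.816), with 0 past the adjusted p, and chromosome 11 had 56 of 870 (odds ratio 0.915, adjusted p = 0.906). Chromosomes 2, 4, 5 and 14 had 56 of 850, 39 of 656, 47 of 709 and 27 of 366, all with an adjusted p of 0.906. Of the 24 genes past all thresholds, 16 were placed on the genome, 4 of them on chromosome 7, among them Snrpd2, a core protein of spliceosomal particles (log2 change −0.58, limma adjusted p = 0.293).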

Although many DMRs were observed in certain chromosomes, e.g., Chr 2, 4, 5, 14, and X, there were fewer DEGs in these chromosomes (61 DMRs vs. 3 DEGs observed on Chr X; 30 DMRs vs. 14 DEGs observed on Chr 11), suggesting a differential or relatively less sensitive response in the gene expression of retinal tissue to spaceflight.

### Biological functions and pathways affected by spaceflight in mouse retinas at transcriptome and DNA methylome, respectively

#### Pathways and functions affected in mouse retina by spaceflight based on DEGs

The IPA based on DEGs identified many significantly enriched canonical pathways (negative log_10_[*P*-value] >1.3, i.e., *P* ≤ 0.05) due to spaceflight (Fig. 4A and Supplementary Table S2). A large number of enriched pathways had a significantly negative Z-score (suppressed) and were associated with down-regulated DEGs (Figs. 4A and 4C). 

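Most genes that the paper reports as suppressed also had lower values here, though few passed the test. Of the 124 genes of its table that were suppressed and could be tested, 118 were lower after spaceflight, and of 33 raised genes 33 were higher. These genes were chosen by the study on samples that include these, so their direction is not independent evidence. Of the 157 together, 66 had the same sign, an unadjusted limma p of 0.05 or under and the fold change, and 7 passed all thresholds. The log2 changes had a Pearson r of 0.751 with those of the table across genes, which are not independent replicates, and of 0.947 when taken from ratios of group mean FPKM. Without ground control mice M40 and M32, 0 of these genes passed all thresholds, and without M31, M22 and M21, 54 did.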

Enriched canonical pathways mainly belonged to two biological processes: 1) the junction/connection including G6P signaling, osteoarthritis signaling, and ILK signaling pathways; and 2) the inflammation/proliferation including PDGF signaling, CXCR4 signaling, actin cytoskeleton signaling, and NF-κB signaling. 

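Genes of cell junctions showed no common direction, and no list of glial or immune cells passed the test. Of 27 cell junction genes, 0 rose or fell (0 adjusted over the list alone), 14 were lower and 13 higher, with a median log2 change of −0.04 (camera adjusted p = 0.611). Ilk, the kinase that joins integrins to the actin cytoskeleton, was at 27.0 ± 2.46 FPKM (SD, n = 9) after spaceflight and 28.3 ± 4.12 FPKM (SD, n = 7) in ground control mice (log2 change −0.06, limma adjusted p = 0.794). Cxcr4, the receptor for the chemokine CXCL12, was near the limit of detection at 0.545 ± 0.154 and 0.684 ± 0.505 FPKM (log2 change −0.12, limma adjusted p = 0.889). Zyx, a focal adhesion protein, was at 14.1 ± 3.49 and 18.7 ± 5.73 FPKM (log2 change −0.38, limma adjusted p = 0.427). Of 14 genes of microglia and macrophages 10 were lower (median −0.11, adjusted p = 0.542; 3 are in the paper's table and were chosen there on these samples). Of 10 genes of reactive gliosis 4 were lower (median 0.02 with the test's direction downward, adjusted p = 0.94). Of 13 Müller glia genes 10 were lower (median −0.19, adjusted p = 0.119). In these 3 lists 0 genes rose or fell; adjusted over the list alone, 1 Müller gene, Glul, the glutamine synthetase that clears glutamate, was lower. The highest scores for cell junctions were those of M31 (1.05) and M21 (0.839), and for microglia those of M31 (1.81) and M22 (0.79), in log2 units from the mean over libraries.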

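Genes of the insulin-like growth factor system were mostly lower after spaceflight, without passing the test. Of 12 such genes 10 were lower and 0 fell by the test (0 adjusted over the list alone), with a median log2 change of −0.14 (camera adjusted p = 0.107); 3 of them are in the paper's table and are not independent evidence. Irs2, an adaptor of the insulin and IGF-1 receptors, was at 12.3 ± 1.58 FPKM (SD, n = 9) after spaceflight and 16.0 ± 5.31 FPKM (SD, n = 7) in ground control mice (log2 change −0.34, limma adjusted p = 0.402). Igf1 itself was at 7.98 ± 1.35 and 8.21 ± 1.64 FPKM (log2 change −0.04, limma adjusted p = 0.911), and the receptor Igf1r at 33.8 ± 3.95 and 36.2 ± 1.79 FPKM (log2 change −0.10, limma adjusted p = 0.581). The list's highest scores were in ground control mouse M31 (1.15) and spaceflight mouse M22 (0.765). The group difference of the score had an exact permutation p of 0.606.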

Many other biological pathways, such as hepatic fibrosis, IGF-1 signaling, epithelial adherent junction, and tight junction (Supplementary Table S2), were enriched by spaceflight with significant *P* values, but zero Z-scores due to a lack of other relevant supporting evidence. These pathways were functionally linked to the extracellular matrix (ECM) homeostasis. 

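Of 46 genes of the extracellular matrix and its receptors, 36 were lower after spaceflight and 0 fell by the test (0 adjusted over the list alone), with a median log2 change of −0.17 (camera adjusted p = 0.0654). Of these, 8 are in the paper's table, which was drawn up on samples that include these. Col9a3, a collagen of the vitreous and of cartilage, was at 11.4 ± 4.60 FPKM (SD, n = 9) after spaceflight and 16.0 ± 7.55 FPKM (SD, n = 7) in ground control mice (log2 change −0.45, limma adjusted p = 0.453). Col4a4, a basement membrane collagen, was at 6.24 ± 2.65 and 8.55 ± 4.73 FPKM (log2 change −0.40, limma adjusted p = 0.528). Itga4, an integrin subunit that binds fibronectin, was higher at 8.81 ± 1.00 and 7.02 ± 1.34 FPKM (log2 change 0.34, limma adjusted p = 0.347). Scores for the list were highest in M31 (1.49) and M22 (1.02), the mice with the highest lens signal.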

Notably, many of the genes in the above pathways enriched and impacted by spaceflight in this study were also observed in NASA Twins Study,^18^ such as *Ilk, Pdgf, Cxcr4, Igf-1* and *Nf-κb*. At the individual gene level, a large number of DEGs fell into the categories of wound healing/cell growth/cell motility, inflammation defense, mitochondria metabolism, and oxidative stress (Table 1, Fig. 4A). 

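Genes of mitochondrial energy production were lower after spaceflight as a group. Of 36 genes of oxidative phosphorylation 32 were lower, with a median log2 change of −0.16 (camera adjusted p = 1.7e-06, adjusted p = 0.933 with an estimated correlation); 0 fell over all genes and 9 fell adjusted over the list alone, and 3 are in the paper's table. Cox6b1, a subunit of cytochrome c oxidase, was at 160 ± 19.0 FPKM (SD, n = 9) after spaceflight and 230 ± 71.8 FPKM (SD, n = 7) in ground control mice (log2 change −0.48, limma adjusted p = 0.329). Mrps12, a protein of the mitochondrial ribosome, fell from 19.2 ± 3.77 to 12.5 ± 1.83 FPKM (log2 change −0.60, limma adjusted p = 0.205). Opa3, a mitochondrial membrane protein linked to optic atrophy, fell from 12.5 ± 1.56 to 9.51 ± 1.02 FPKM (log2 change −0.39, limma adjusted p = 0.293). Of 79 cytosolic ribosomal protein genes 57 were lower (median −0.13, adjusted p = 5.4e-05, adjusted p = 0.933 with an estimated correlation; 9 adjusted over the list alone, 6 in the paper's table), with Rps29 at 321 ± 56.0 and 533 ± 246 FPKM. Of 25 genes of defence against oxidative stress 19 were lower and 0 fell, also adjusted over the list alone (median −0.12, adjusted p = 0.0334, adjusted p = 0.933 with an estimated correlation). Among these, Sod1, the superoxide dismutase of the cytosol, was at 201 ± 26.6 and 264 ± 72.4 FPKM (log2 change −0.36, limma adjusted p = 0.377). The score for oxidative phosphorylation was highest in ground control mouse M40 (0.504) and that for oxidative stress in M31 (1.12). Group differences of the scores had exact permutation p of 0.0970 for oxidative phosphorylation, 0.302 for ribosomal proteins and 0.513 for oxidative stress. Without M31 the ribosomal and oxidative stress lists did not pass (camera adjusted p = 0.488 and 0.970), nor did oxidative stress without M24, M25, M26, M29 or M30 (0.0549 to 0.0949). After quantile normalization the ribosomal list turned higher (0.645), and oxidative phosphorylation and oxidative stress stayed lower but did not pass (0.110 and 0.228), as without M31, M22 and M21 (0.0722 and 0.467). In the same libraries all 8 nuclear-retained long RNAs were higher (median 0.24, camera adjusted p = 0.126) and 67 of 88 short structured RNAs were lower (median −0.76, adjusted p = 2.3e-06, adjusted p = 0.897 with an estimated correlation).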

In summary, the IPA analysis indicated impaired cell-to-cell connection and subsequent repair.

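Genes of the connective tissue and vessel wall around the retina differed between mice rather than between groups. Of 18 fibroblast genes 11 were lower after spaceflight (median log2 change −0.16, camera adjusted p = 0.5257; 9 are in the paper's table), and of 13 genes of smooth muscle and pericytes 11 were lower (median −0.25, adjusted p = 0.251; 4 in the table). No gene of either list rose or fell, over all genes or adjusted over the list alone. Mgp, a matrix protein that prevents calcification, was at 15.3 ± 6.04 FPKM (SD, n = 9) after spaceflight and 25.0 ± 23.3 FPKM (SD, n = 7) in ground control mice (log2 change −0.35, limma adjusted p = 0.732). Ground control mouse M31 had the highest scores on both lists (2.36 and 1.60), followed by spaceflight mouse M22 (1.48 and 1.04). From enriched pathways with negative Z-scores whose genes were suppressed, the paper reads an impairment of connections between cells and of the repair that follows.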

**Figure 4.**
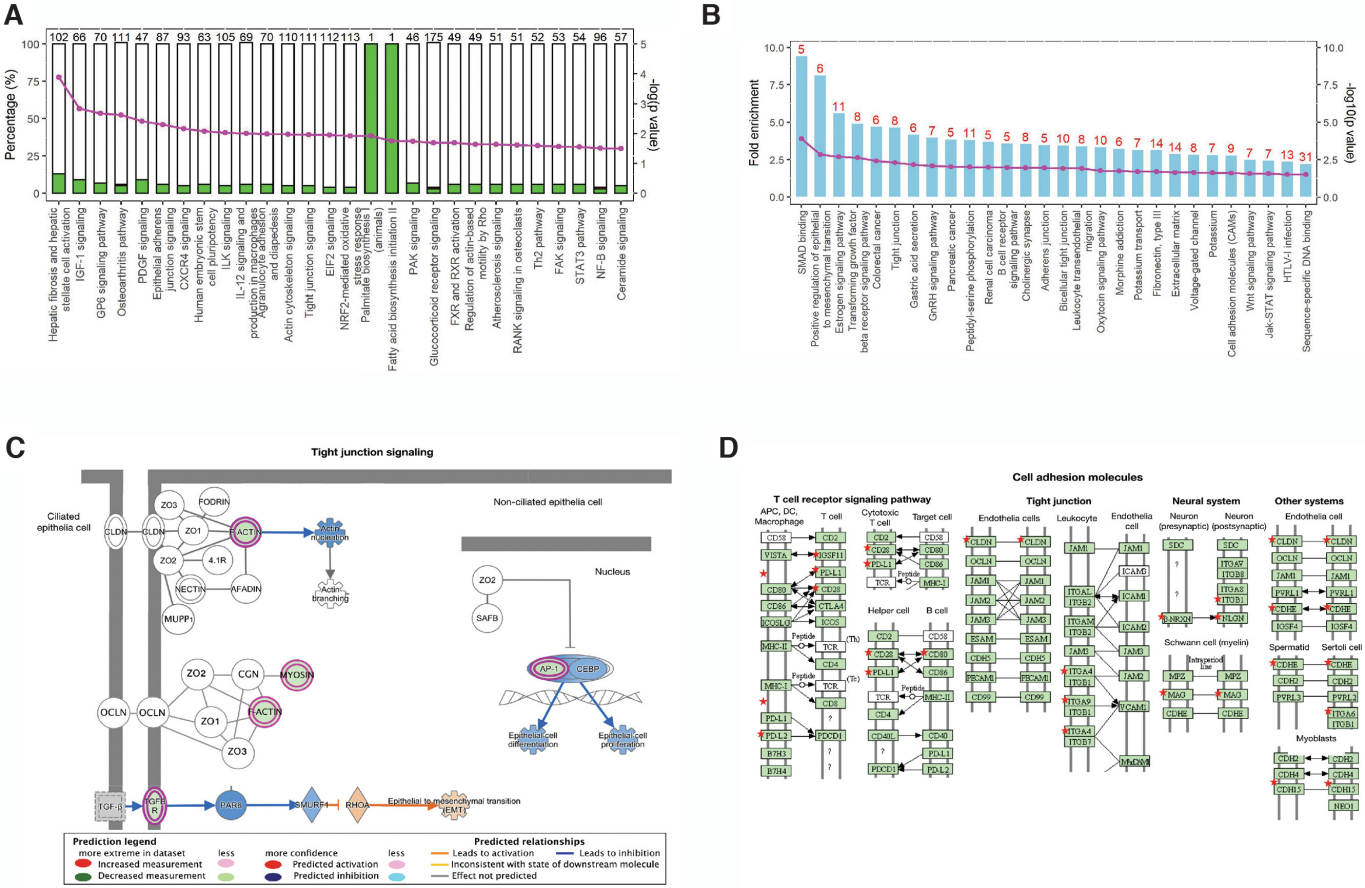
Functional enrichments based on spaceflight induced DEGs and DMGs. (A) The IPA identified significantly enriched canonical pathways based on spaceflight induced retinal DEGs in spaceflight mice. The left y-axis shows the percentage of DEGs to the total number of genes in each individual pathway; the white unfilled bar section represents the percentage of non-DEGs; the green filled green bar section represents the percentage of down-regulated DEGs; and the red filled bar section represents the up-regulated DEGs. Only 3 up-regulated DEGs were identified in the listed IPA pathways (“NF-B signaling”, “Glucocorticoid receptor signaling”, and “Osteoarthritis pathway”). The right y-axis shows the negative log_10_ (*P*-value) of the enriched pathways as pink dot-line. The negative log_10_(0.05) = 1.3. (B) Significant pathways enriched based on DMGs using the DAVID Functional Annotation Analysis. The bars represent the fold enrichment and the dot-line represents the negative log_10_(*P*-value). Red number on top of each bar indicates the number of DMGs identified in each pathway. (C) Tight junction signaling, a representative pathway enriched based DEGs. Pathway components are highlighted by blue (down-regulated) or purple (up-regulated) showing the DEGs identified within the component. (D) Cell Adhesion Molecules, representative functional clusters enriched by DAVID functional analysis based on DMGs. The significant genes identified in our spaceflight mouse retinal methylome are labelled as red star.

**Table 1.** Gene ontology molecular functions based on the top differentially expressed genes induced by the spaceflight.

	

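Several genes of the paper's table of functions differed in a single retina rather than in a group. Elovl5, which elongates polyunsaturated fatty acids, was at 20.1 ± 1.92 FPKM (SD, n = 9) after spaceflight and 32.2 ± 28.7 FPKM (SD, n = 7) in ground control mice, with 96.6 FPKM in M32 alone (log2 change −0.39, limma adjusted p = 0.546). Myoc, a glycoprotein of the trabecular meshwork, had a ground control mean of 5.02 FPKM with 25.3 FPKM in M31 and a median of 1.31 FPKM, against 1.71 ± 0.994 FPKM after spaceflight (log2 change −0.27, limma adjusted p = 0.908). Serpinf1, which encodes the antiangiogenic factor PEDF, Serpine2, a protease inhibitor, Serpinh1, a collagen chaperone, Lyz2, a lysozyme of macrophages, and Col1a1, a fibrillar collagen, were also highest in M31 among ground control mice, and had log2 changes of −0.23, 0.02, −0.46, −0.01 and 0.15. Sox10, a transcription factor of neural crest cells, was at 5.61 ± 2.52 and 10.1 ± 5.51 FPKM (log2 change −0.79, limma adjusted p = 0.347). Krt12, a corneal keratin, had a log2 change of 0.27, Mlph, a melanosome transport protein, −0.46, and the spliceosomal RNA Rnu2-10 −0.99. For most of these genes the headings of that table read the other way, with Elovl5, Myoc and Sox10 as up-regulated and the genes that follow as down-regulated. Krt12, Col1a1 and Serpine2, also under its up-regulated heading, were slightly higher here. Wisp1, a secreted protein of the CCN family, was at 7.48 ± 0.983 and 5.43 ± 1.09 FPKM (log2 change 0.47, limma adjusted p = 0.323). Azi2, an activator of NF-κB signaling, was at 37.1 ± 7.30 and 26.3 ± 4.46 FPKM (log2 change 0.49, limma adjusted p = 0.323). Zfp488, a regulator of oligodendrocyte differentiation, was at 43.6 ± 11.8 and 28.8 ± 6.96 FPKM (log2 change 0.59, limma adjusted p = 0.329). Amy1, Slc31a2, Zfand6, Ttc14, Wdr89 and Olfr613 had log2 changes of 0.70, 0.45, 0.60, 0.54, 0.52 and 0.59, each with a limma adjusted p between 0.323 and 0.367. Asprv1, a skin protease, and Psca, a surface antigen of epithelia, had log2 changes of 1.75 and 1.84, with 108 and 81.3 FPKM in spaceflight mouse M21. The genes of the table were chosen by the study on samples that include these.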

Gene symbol	Protein	Molecular function
**Up-regulated genes**			
	*Elovl5*	fatty acid elongase	Affiliated tissues include brain, eye and spinal cord. Related phenotypes are slow eye movements and nystagmus.
	*Myoc*	myocilin	Found in eye trabecular meshwork and the ciliary body. It regulates the pressure within the eye (intraocular pressure).
	*Ctgf*	connective tissue growth factor	CTGF has important roles in many biological processes, including cell adhesion, tissue growth factor migration, proliferation, angiogenesis and tissue wound repair.
	*Nr4a1,4a3*	retinoid receptor	Components of retinoic acid (RA) signaling pathway. Play important role in mediating eye development.
	*Egr1*	zinc finger protein	Binds to the promoter region of target genes. Regulates the response to growth factors DNA damage, ischemia, cell survival, proliferation, and cell death.
	*Serpinf1, e2, h1, g1*	serine protease Inhibitors	Pigment epithelium-derived factor (PEDF) also known as serpin F1 (SERPINF1). It influences development and differentiation of the neural retina.
	*krt12*	epithelial keratins	Krt12 is a specific corneal epithelial differentiation marker. It is involved in adult corneal epithelial homeostasis and wound healing response.
	*Sox10*	SOX10 protein	SOX10 protein directs neural crest cells to become more specific cell types. In particular, the SOX10 protein is essential for the production of melanocytes.
	*Mlph*	exophilin	This protein tethers pigment-producing melanosomes to the actin cytoskeleton in melanocytes, and is required for visible pigmentation in the hair and skin.
	*Lyz2*	lysozyme	Associates with the monocytemacrophase system and enhances the activity of immunoagents. Active against a range of Gram-positive and Gram-negative bacteria.
	*Col1a1, 8a2, 12a1*	alpha chains of type VIII and XII collagen	Major component of the basement membrane of the corneal endothelium.
	*Rnu2-10*	small nuclear RNA	Mutation of Rnu2-8 causes ataxia and neurodegeneration.
**Down-regulated genes**			
	*Amy1*	amylase 1	Endohydrolysis of (1→4)-alpha-D-glucosidic linkages in oligosaccharides and polysaccharides.
	*Krt1, Krt10*	epithelial keratins	Important constituent of nonkeratinized epithelia such as those covering the Cornea and conjunctiva, the ocular surface.
	*Slc31a2*	solute carrier1	Involved in low-affinity copper uptake.
	*Sst*	somatostatin	Growth hormone-inhibiting hormone (GHIH), regulates the endocrine system and affects neurotransmission and cell proliferation via somatostatin receptors.
	*Wisp1*	WNT1	Downstream regulator in the Wnt/Frizzled-signaling pathway. Associated with cell survival.
	*Azi2*	5-azacytidine	Activates serine/threonine-protein kinase TBK1 and facilitates its oligomerization.
	*Zfand6*	AN1-Type Zinc Finger Protein	Involved in regulation of TNF-alpha induced NF-kappa-B activation and apoptosis.
	*Ttc14*	tetratricopeptide repeat domain 14	Maybe involved in ectoderm differentiation and neurulation.
	*Asprv1*	Aspartic Protease	ASPRV1 associated diseases include retinitis pigmentosa and artrichia with papular lesions.
	*Wdr89*	WD repeat domain 89	Plays an important role in the elongation step of protein synthesis.
	*Psca*	WD	Cell membrane glycoprotein. May be involved in the regulation of cell proliferation.
	*Olfr613*	olfactory receptor 613	G protein-coupled receptor activity
	*Sbsn*	suprabasin	Oncoprotein, upregulated in multiple cancers.
	*Adamts3*	disintegrin	Major procollagen II N-propeptidase. A deficiency of this protein may be responsible for Dermatosparaxis
	*Zfp488*	zinc finger protein	function involved in transcriptional regulation.

In addition, based on the functional similarity, the DAVID analysis identified 47 genes out of 177 DEGs as secreted/extracellular proteins, and 17 genes of those 47 DEGs were the EMC components (Table 2). Furthermore, transforming growth factor beta (TGF-β) signaling, wound healing process, and insulin-like growth (IGF) factor signaling were enriched by 12, 9.9, and 6 folds, respectively, in spaceflight mouse retinas as compared to those housed in AEM (Table 2 and Supplementary Table S1, *P* ≤ 0.01). 

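Of 22 genes of TGF-β signaling 17 were lower after spaceflight and 0 fell over all genes tested, with a median log2 change of −0.15 (camera adjusted p = 0.12). Adjusted over the list alone, 1 gene fell, the bone morphogenetic protein antagonist Nog; 5 genes of the list are in the paper's table, so their direction is not independent evidence. Smad7, which restrains TGF-β receptors, was at 2.80 ± 0.301 FPKM (SD, n = 9) after spaceflight and 3.26 ± 0.476 FPKM (SD, n = 7) in ground control mice (log2 change −0.20, limma adjusted p = 0.462). The list's score was highest in ground control mouse M31, at 1.38 log2 units above the mean over libraries, with 0.55 in M22.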

Several genes enriched in the TGF-β group, such as *Pdgfra, Nog*, and *Dcn*, were significantly down-regulated (P ≤ 0.05, N = 9 per group). 

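Nog, which blocks bone morphogenetic proteins, was at 3.65 ± 2.04 FPKM (SD, n = 9) after spaceflight and 8.57 ± 3.92 FPKM (SD, n = 7) in ground control mice, a log2 change of −1.28 with a limma adjusted p of 0.323, just above the threshold of 0.3. Dcn, a proteoglycan that binds collagen and TGF-β, was at 40.3 ± 34.4 and 58.5 ± 60.5 FPKM (log2 change −0.23, limma adjusted p = 0.884), with medians of 30.1 and 31.9 FPKM and 177 FPKM in M31. Pdgfra, a receptor of platelet-derived growth factors that marks astrocytes and fibroblasts, was at 1.86 ± 0.896 and 2.30 ± 1.90 FPKM (log2 change −0.10, limma adjusted p = 0.931), again with its highest value in M31, at 6.30 FPKM. All 3 genes are in the paper's table.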

The transcriptional factors such as hormone-retinoid receptors *Nr4a1, Nr4a3*, zinc finger transcriptional factor *Egr1*, and connective tissue growth factor *Ctgf* were observed to be down-regulated in spaceflight mouse retinas (Table 1 and Supplementary Table S1). In contrast, the majority of the top up-regulated DEGs were the structural protein genes, like *Krt1, Krt10*, and *Adamts3*, which is consistent with the notion that spaceflight activates inflammation and cell survival mechanisms. 

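Immediate early genes, which neurons switch on within minutes of activity, were lower as a group after spaceflight. Of 24 measured 22 were lower, with a median log2 change of −0.29 (camera adjusted p = 2.3e-06, adjusted p = 0.897 with an estimated correlation); 2 fell over all genes and 6 adjusted over the list alone. Nr4a3, an orphan nuclear receptor, fell from 6.23 ± 1.98 FPKM (SD, n = 7) to 2.85 ± 0.668 FPKM (SD, n = 9), a log2 change of −1.06 (limma adjusted p = 0.205). Its relative Nr4a1 fell from 22.5 ± 10.9 to 11.4 ± 2.69 FPKM (log2 change −0.90, limma adjusted p = 0.293). Egr1, a zinc finger factor of the early response, was at 31.8 ± 16.8 FPKM after spaceflight and 60.5 ± 30.9 FPKM in ground control mice (log2 change −0.88, limma adjusted p = 0.347). Fos was at 8.09 ± 3.70 and 12.7 ± 5.03 FPKM (log2 change −0.66, limma adjusted p = 0.369). Ctgf, a matricellular protein induced by stretch and TGF-β, was at 15.8 ± 6.4 and 26.5 ± 15.1 FPKM (log2 change −0.68, limma adjusted p = 0.384), with 57.6 FPKM in M31. Of the list, 6 genes are in the paper's table, which was drawn up on samples that include these. Its highest scores were in spaceflight mouse M22 (0.759) and ground control mouse M40 (0.604), and the group difference of the score had an exact permutation p of 0.0609.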

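Keratin genes of the skin were high in 1 spaceflight retina, and Adamts3 was higher across the group. Krt1, a keratin of suprabasal epidermis, reached 274 FPKM in spaceflight mouse M22 and at most 1.95 FPKM in any other mouse, and Krt10, its partner, reached 356 FPKM in M22 and at most 12.0 FPKM elsewhere. Their log2 changes were 0.75 and 0.73 (limma adjusted p = 0.733 and 0.62), and the medians of Krt1 were 1.36 FPKM after spaceflight and 1.52 FPKM in ground control mice. Sbsn, a secreted protein of the epidermis, was at 139 FPKM in M22 (log2 change 0.53), and without M31, M22 and M21 the log2 changes of Krt1 and Sbsn were −0.11 and −0.12. All 16 genes of suprabasal epidermis were higher (median log2 change 0.94, camera adjusted p = 0.0334, adjusted p = 0.933 with an estimated correlation), 0 of them rose over all genes or adjusted over the list alone, and 4 are in the paper's table. The list did not pass without M22 (camera adjusted p = 0.545), nor without M21, M31, M33, M35 or M36 (0.0524 to 0.103) or with M21 as a ground control (0.133). Adamts3, a protease that processes procollagen and VEGF-C, was at 11.2 ± 1.69 FPKM (SD, n = 9) after spaceflight and 8.32 ± 1.15 FPKM (SD, n = 7) in ground control mice (log2 change 0.42, limma adjusted p = 0.323), with every spaceflight mouse above every ground control mouse.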

In summary, consistent with the IPA analysis, the David functional analysis suggested that spaceflight compromised cell proliferation and mobility necessary for retinal wound healing.

**Table 2.** DAVID functional clustering analysis based on the spaceflight induced differentially expressed or methylated genes.

Differentially expressed genes (DEGs)*	No. of Genes	*P* Value	Fold enrichment	Benjamini	FDR
Secreted/extracellular region	47	3.46E-17	4.24	7.43E-15	4.38E-14
Extracellular matrix	17	2.50E-12	1.12	2.69E-10	3.17E-09
Insulin-like growth factor binding protein	5	9.99E-07	6.04	4.02E-04	1.39E-03
Beta receptor signaling pathway	7	2.04E-05	1.24	7.21E-03	3.25E-02
ECM-receptor interaction	8	1.48E-05	9.71	2.00E-03	1.74E-02
Wound healing	7	7.36E-05	9.9	1.94E-02	1.17E-01
Differentially methylated genes (DMGs)*					
Cell junction	35	2.64E-05	2.2	9.94E-03	3.66E-02
Synapse	17	3.46E-03	2.29	6.86E-02	4.50E+00
Zinc-finger	69	1.54E-04	1.58	8.78E-03	2.04E-01
Regulation of transcription/DNA binding	68	5.53E-03	1.37	4.52E-01	9.18E+00
Developmental protein	36	1.27E-03	1.77	3.99E-02	1.68E+00
Multicellular organism development	38	1.82E-03	1.7	3.01E-01	3.10E+00
Cell differentiation	24	8.92E-03	1.79	1.06E-01	1.12E+01
Extracellular matrix	17	1.34E-03	2.86	3.77E-02	1.76E+00
Collagen	6	3.20E-02	3.39	2.68E-01	3.51E+01
Tight junction	8	1.70E-03	4.63	3.99E-02	2.23E+00
Fibronectin, type III	14	5.74E-04	3.13	3.88E-01	8.85E-01
Hippo signaling pathway	10	3.08E-03	3.31	1.05E-01	3.84E+00
TGF beta signaling pathway	4	1.42E-02	7.34	8.28E-01	1.52E+01
Positive regulation of epithelial to mesenchymal transition	6	7.74E-04	8.12	2.85E-01	1.33E+00

*177 DEGs and 472 DMGs were clustered based on their functional similarity using the DAVID functional annotation. The enriched groups with a *P*-value ≤ 0.05 were listed.

#### Pathways and functions affected in mouse retina by spaceflight based on DMGs

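The paper's table of CpGs reads much the same in these files: all 643 had at least 10 reads in every library, and 642 had the same direction. Here 410 were lower after spaceflight and 233 higher. Nr2e1, a nuclear receptor that keeps retinal progenitors dividing, has such a CpG 3740 bp before its start at position 42587327 of chromosome 10, at 61.5% ± 8.23 (SD, n = 8) after spaceflight and 75.6% ± 5.93 (SD, n = 8) in ground control mice. App, the amyloid precursor protein, has one in an intron at position 85137568 of chromosome 16, at 72.0% ± 7.21 and 53.1% ± 11.3. By logistic regression with overdispersion, 606 had an unadjusted p of 0.05 or under, 572 a difference of at least 10 points, 548 both, and 0 an adjusted p of 0.05 or under (all at 0.865). Differences had a Pearson r of 0.986 with those of the table across CpGs, which are not independent replicates. The sites were chosen by the study on libraries that include these.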

We identified 434 hypomethylated and 209 hypermethylated genes, using 10% difference on methylation and *P* < 0.05 (N = 9 for each group) as criteria (Fig. 2B and Supplementary Table S1). Out of those 643 DMGs, 118 had at least one differentially methylated cytosine located within a CpG island and 108 had DMC located in the promoter regions (34 hypomethylation and 74 hypermethylation) (Fig. 2C), indicating epigenetic regulation of transcriptional changes in spaceflight compared to ground control mice. Furthermore, 22 hypermethylated genes and 35 hypomethylated genes had DMCs located in both CpG islands and exon areas.

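In the paper's table, 118 CpGs are marked as within islands and 108 as within promoters; of these promoter CpGs, 74 were lower and 34 higher after spaceflight by the table's own values. Marked as both island and exon are 37 lower and 21 higher CpGs. A promoter and island CpG of Mmp2, a matrix metalloproteinase, at position 92827603 of chromosome 8, was higher here, at 33.7% ± 5.92 (SD, n = 8) after spaceflight and 23.5% ± 6.31 (SD, n = 8) in ground control mice. In the promoter of Slc6a8, the creatine transporter on chromosome X, 4 CpGs from 73673450 to 73673490 were lower, the first at 22.5% ± 7.77 and 34.2% ± 3.20. Neither gene's sites passed the adjusted p of the logistic regression, which was 0.865 for each.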

We used the DAVID Functional Clustering to examine how spaceflight-induced methylome changes would affect retinal cell function. The data revealed that a substantial amount of DMGs were linked to cell structure and tissue morphology, with significant *P* values and fold enrichment (Figs. 4B and 4D and Supplementary Table S2). Specifically, 35 DMGs were related to the cell junction, 17 DMGs were related to the extracellular matrix, and 8 DMGs were related to the tight junction. Another 20 DMGs were members of collagen and fibronectin gene families, with fold enrichment values of 3.4 (*P* < 0.05) and 3.1 (*P* < 0.01), respectively. Further, functional clustering revealed that DNA methylation might play an important role in cell proliferation, differentiation, and organism development (Table 2 and Supplementary Table S2). For instance, 24 DMGs were linked to cell differentiation and 38 DMGs were linked to multicellular organism development. In addition, 6 DMGs (fold enrichment value of 8.1, *P* < 0.01) were positive regulators of epithelial to mesenchymal transition and several other DMGs were the components of Hippo and TGF-β signaling pathways. DMGs-based functional analysis demonstrated consistent shifts in cell function and agreed well with those observed in transcriptome analysis.

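Genes that make, carry and sense retinoic acid were slightly lower after spaceflight, without passing the test. Of 16 measured 11 were lower and 0 fell, over all genes or adjusted over the list alone, with a median log2 change of −0.14 (camera adjusted p = 0.107). Rdh10, which oxidises retinol, was at 60.4 ± 24.2 FPKM (SD, n = 9) after spaceflight and 83.2 ± 39.4 FPKM (SD, n = 7) in ground control mice (log2 change −0.44, limma adjusted p = 0.488). Rxrb and Rxrg, retinoid X receptors, had log2 changes of −0.32 and −0.29. M31 and M22 had the list's highest scores (0.83 and 0.633).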

DMGs-based IPA analysis portrayed a concerted hypermethylation on several retinoic acid (RA) signaling pathway genes (Supplementary Fig. S2). 

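Sites that the paper's table assigns to Wnt5a, Bcl2l11 and Vegfa, genes of the retinoic acid network, were higher after spaceflight without passing the test. These were a CpG at −1313 bp from the start of Wnt5a, a secreted signal of the Wnt family (42.9% ± 2.9 against 28.7% ± 7.64, SD, n = 8 each), and one 84586 bp beyond the start of Bcl2l11, which promotes apoptosis (85.1% ± 13.4 against 72.1% ± 5.13). Another lies 127464 bp from Vegfa, the vascular growth factor, at position 45897700 of chromosome 17 (66.4% ± 6.72 against 53.0% ± 3.35). None passed the adjusted p of the logistic regression (0.865 for each), and the sites were chosen by the study on libraries that include these. None of these genes rose or fell, with log2 changes of −0.19 for Wnt5a, −0.12 for Bcl2l11 and −0.11 for Vegfa (limma adjusted p from 0.615 to 0.845).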

Among those were *Rho* (rhodopsin; light perception), *Vegfa* (vascular endothelial growth factor A), *Tgfb1* (cell growth factor), *Bcl2l11* (apoptosis facilitator), *Mmp2* (matrix metallopeptidase 14), *Wnt5a* (transcription factor), and *N32e1* (retinal transcription factor). 

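Nxph1 encodes neurexophilin, a secreted ligand of neurexins at synapses. The CpG that the paper's table assigns to it lies at position 9604171 of chromosome 6, 654154 bp beyond the gene's start, and was at 26.1% ± 3.32 (SD, n = 8) after spaceflight and 28.8% ± 5.12 (SD, n = 8) in ground control mice, with at least 136 reads in every library. This difference of −2.37 points in the pooled percentages did not pass the logistic regression (unadjusted p = 0.266 with overdispersion). Nxph1 RNA was at 3.90 ± 0.603 FPKM (SD, n = 9) and 4.54 ± 0.96 FPKM (SD, n = 7), a log2 change of −0.20 (limma adjusted p = 0.541).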

Consistent with the changes in RA signaling, *Nxph1* gene, which is involved in neuronal synaptic transmission, was highly methylated. 

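Several sites near signaling genes had lower methylation after spaceflight, while that of Sod3 was higher. The CpG assigned to Tnfrsf19, a receptor of the TNF family under Wnt control, lies outside the gene at position 61078958 of chromosome 14. It was at 43.9% ± 9.28 (SD, n = 8) after spaceflight and 59.6% ± 8.70 (SD, n = 8) in ground control mice. That of Edn2, an endothelin that photoreceptors release when stressed, lies at position 120072402 of chromosome 4. It was at 25.8% ± 8.39 and 41.5% ± 5.09, and the gene starts only at position 120161206. That of Dnmt3l, a partner of the de novo DNA methyltransferases, lies outside the gene at position 78034568 of chromosome 10. It was at 80.2% ± 8.99 and 91.2% ± 4.00. The sites assigned to Smad2 and Smad3, which relay TGF-β signals, lie at 282545 and −122884 bp from their starts, at 14.2% ± 8.16 and 29.0% ± 14.1 for Smad2 and 41.8% ± 5.75 and 52.9% ± 5.84 for Smad3. Sod3, the extracellular superoxide dismutase, has an exon and island CpG at position 52368482 of chromosome 5 that was at 57.1% ± 10.4 and 47.1% ± 6.14. Each had an adjusted p of 0.865 by logistic regression. Of 14 expressed genes of the DNA methylation machinery, 0 rose or fell and 2 fell adjusted over the list alone, Mbd3 and Gadd45g (median log2 change 0.02, mean −0.05, camera adjusted p = 0.5683), and Dnmt3l RNA was barely detected, at 0.0102 ± 0.0211 and 0.00831 ± 0.0142 FPKM.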

Genes with decreased methylation included *Smad2, Smad3, Sod3, Tnfrsf19, Edn2*, and *Dnmt3l* (Supplementary Table S2). Six mitochondrial membrane solute transporter genes (*Slc22a2, Slc25a25, Slc25a33, Slc35f3, Slc6a17*, and *Slc6a8*) were hypomethylated, suggesting that mitochondrial function was affected during spaceflight.

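Methylation at sites of solute carrier genes was lower after spaceflight for 5 of these genes and higher for Slc6a17, a neuronal amino acid transporter. Slc22a2, an organic cation transporter, has an intron CpG at position 12596613 of chromosome 17 at 69.8% ± 8.79 (SD, n = 8) after spaceflight and 83.4% ± 6.31 (SD, n = 8) in ground control mice. The mitochondrial carriers Slc25a25 and Slc25a33 have sites at −35262 and −69703 bp from their starts, at 30.4% ± 8.00 and 40.2% ± 5.97 and at 54.7% ± 7.65 and 65.7% ± 6.87. Slc35f3, a thiamine transporter, has one in an intron at 82.7% ± 10.5 and 93.3% ± 4.60, and the exon CpG of Slc6a17 at position 107491475 of chromosome 3 was at 71.4% ± 3.51 and 58.6% ± 8.51. None passed the adjusted p of the logistic regression (0.865 for each). RNA of Slc6a17 was at 22.1 ± 3.06 FPKM (SD, n = 9) and 27.0 ± 4.96 FPKM (SD, n = 7) with a limma adjusted p of 0.393, and Slc25a25, Slc25a33, Slc35f3 and Slc6a8 had log2 changes of −0.06, −0.06, −0.12 and −0.01.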

Further functional analysis suggested that spaceflight could induce morphological changes in many retinal cell types. The putative morphology changes were evidenced by the extensive functional overlaps of 9 DMGs (5 hypermethylated: *Erc2, Neurog2, ATP8A2, App*,and*Rarg;* 4 hypomethylated: *Rho, Vegfa, Hes1*,and*Discam*) (Supplementary Table S2). 

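Higher methylation after spaceflight was seen at sites of Erc2, a protein of the presynaptic active zone, Atp8a2, a phospholipid flippase of photoreceptors, Neurog2, a proneural transcription factor, and Rarg, a retinoic acid receptor. The Erc2 site, at −19866 bp from the start, was at 93.0% ± 4.17 (SD, n = 8) after spaceflight and 81.4% ± 7.89 (SD, n = 8) in ground control mice, and the Atp8a2 site, in an exon, at 96.4% ± 4.79 and 82.9% ± 5.64. Sites of Neurog2 and Rarg were at 73.7% ± 7.77 and 63.8% ± 9.77 and at 72.9% ± 6.71 and 61.1% ± 10.6. Lower were the sites of Hes1, a Notch effector of progenitors, 64245 bp beyond its start (33.7% ± 6.24 and 44.4% ± 5.47), and of Dscam, an adhesion molecule that spaces retinal neurons, in an exon (81.3% ± 6.47 and 93.0% ± 5.39). Some of these sites had as few as 10 reads in a library, and none passed the adjusted p of the logistic regression (0.865). Expression had log2 changes of 0.18 for Erc2, 0.25 for Atp8a2, −0.16 for App, 0.08 for Rarg, −0.11 for Hes1 and −0.18 for Dscam, with limma adjusted p from 0.441 to 0.947.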

Particularly, functional enrichment analysis indicated that at least two DMGs were involved in the abnormal morphological development in horizontal cells, photoreceptor cells, retinal layer cells, and retinal rods on the photo-receptor side and bipolar cells and neurons on the transmitter side. Our recent study of RR-9 flight mice also confirmed the spaceflight-induced photoreceptor abnormalities with differentially expressed genes belonging to retinitis pigmentosa, diabetic retinopathy, age-related macular degeneration and retinal detachment pathways.^17^ In the current study, DMGs were detected to be involved in abnormal morphological development in horizontal cells, photoreceptor cells, retinal layer cells, and retinal rods on the photo-receptor side and bipolar cells and neurons on the transmitter side (Supplementary Table S2).

### Integration analysis of genes regulated at both transcription and DNA methylation levels

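Few genes had both different RNA and a site of different methylation, and no more than chance would give. Of 10495 genes with both kinds of data, 16 passed the expression thresholds and 0 had a CpG past the adjusted p of the logistic regression, so 0 were shared. With methylation at an unadjusted p of 0.05 or under and 10 points, 783 genes were the nearest to such a CpG, and 2 were shared, Nab2 and Cd209c, a lectin of the DC-SIGN family, where 1.19 were expected (odds ratio 1.77, Fisher's exact test, p = 0.338). With the genes of the paper's tables, 133 and 267, the 4 shared were Col8a2, Maf, Mid1ip1 and Tsc22d3, where 3.38 were expected (odds ratio 1.19, Fisher's exact p = 0.583). With both at an unadjusted p, 45 were shared of 710 and 783, where 53.0 were expected (odds ratio 0.83, Fisher's exact test, p = 0.267).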

We identified 5 genes in the mouse retinas regulated by spaceflight that are present both in the DEG and DMG lists: *Col8a2, Jun/Juneb, Maf, Mid1ip1*, and *Tsc22d3* (Figs. 5A and 5B, Supplementary Table S1). It is worth noting that *Mid1ip1*, a cellular growth regulator, was hypomethylated in its promoter, exon, and CpG island regions, but its transcription was down-regulated (Fig. 5B). 

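Mid1ip1, which promotes fatty acid synthesis by activating acetyl-CoA carboxylase, lies on chromosome X from 10717365 to 10719702. Its CpG at position 10718118, marked as promoter, exon and island, was higher after spaceflight, at 34.8% ± 9.35 (SD, n = 8) against 23.0% ± 7.89 (SD, n = 8) in ground control mice, a pooled difference of 12.7 points (logistic regression, adjusted p = 0.865). Mid1ip1 RNA was at 26.4 ± 5.15 FPKM (SD, n = 9) and 32.6 ± 8.71 FPKM (SD, n = 7), a log2 change of −0.29 (limma adjusted p = 0.461). The CpG had 21 reads or more in each library.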

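Col8a2, a collagen of Descemet's membrane, was at 19.0 ± 6.65 FPKM (SD, n = 9) after spaceflight and 31.6 ± 12.4 FPKM (SD, n = 7) in ground control mice (log2 change −0.72, limma adjusted p = 0.323). Its site at −7395 bp from the start, at position 126279399 of chromosome 4, was at 90.5% ± 8.24 (SD, n = 8) and 80.7% ± 8.04 (SD, n = 8). Maf, a basic leucine zipper factor of lens and macrophages, was at 7.07 ± 4.85 and 9.25 ± 9.28 FPKM (log2 change −0.21, limma adjusted p = 0.822), with 30.2 FPKM in M31, and its site lies 176765 bp away at 52.6% ± 9.49 and 40.3% ± 10.5. Junb, a subunit of AP-1, was at 8.04 ± 4.85 and 11.6 ± 5.94 FPKM (log2 change −0.56, limma adjusted p = 0.49). The site on chromosome 4 is assigned to Jun, a different gene of the same family, at −226152 bp from its start, and was at 26.3% ± 8.75 and 37.6% ± 6.32. Jun RNA was at 12.2 ± 2.68 and 14.8 ± 3.23 FPKM (log2 change −0.28, limma adjusted p = 0.452). All 3 sites had an adjusted p of 0.865 by logistic regression, and no gene here passed the expression thresholds.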

Interestingly, although *Col8a2* (a collagen gene), *Maf* (a transcription factor), and *Junb* (a transcription factor) had significant changes in both transcription and DNA methylation, the differentially methylated CpGs were far from their gene bodies (Supplementary Table S1). 

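Tsc22d3 encodes GILZ, a mediator of glucocorticoid action, and lies on chromosome X from 140539528 to 140600522. A pair of its CpGs in an intron and island, at positions 140599431 and 140599485, was lower after spaceflight, at 21.4% ± 7.58 (SD, n = 8) against 32.1% ± 4.91 (SD, n = 8) and at 44.3% ± 7.08 against 56.3% ± 6.51 (logistic regression, adjusted p = 0.865 for both). Its RNA was lower too, at 8.90 ± 1.01 FPKM (SD, n = 9) against 11.98 ± 2.87 FPKM (SD, n = 7), a log2 change of −0.40 (limma adjusted p = 0.345), which misses the threshold of 0.3.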

Hypomethylation was found in the intron and CpG island regions for *Tsc22d3*, whereas its transcription was suppressed (Fig. 5B).

**Figure 5.**
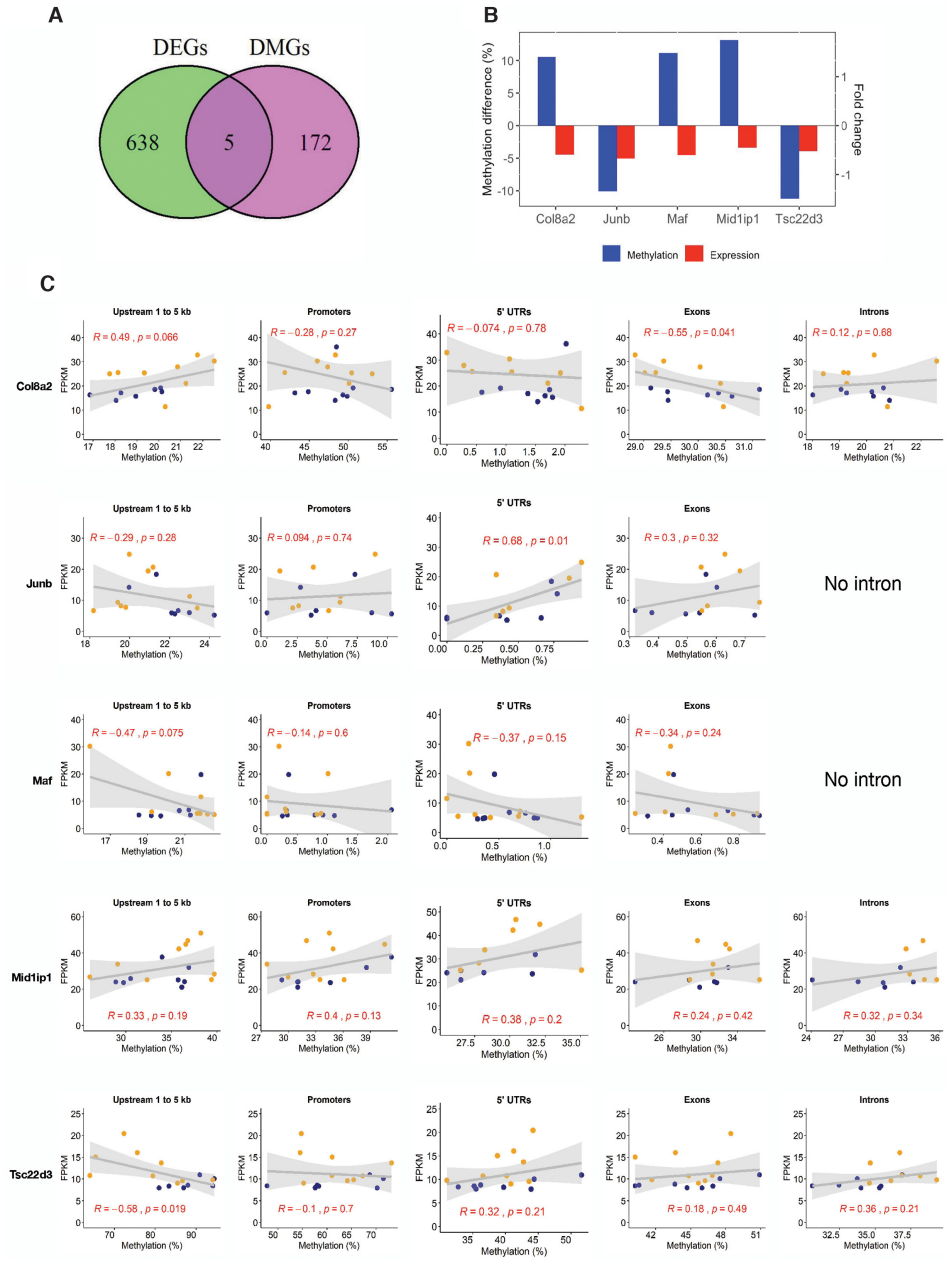
Integrative analysis of spaceflight induced DMGs and DEGs. (A) Venn diagram showing the overlapping DMGs and DEGs induced by spaceflight. (B) The DNA methylation (based on differentially methylated CpG sites of the gene) vs. the gene expression for the five overlapping DMGs and DEGs. The left y-axis shows the DNA methylation change (blue bar for DNA methylation); the right y-axis shows the gene expression fold-change (red bar for gene expression). (C) Correlation between the gene expression and DNA methylation of different location of gene for the five overlapping genes. Blue, spaceflight mouse retina; orange, ground control mouse retina.

In order to understand the regulatory role of DNA methylation on transcription, we performed Pearson correlation analysis between DNA methylation and gene expression at gene body level, using all CpGs annotated to the 5 overlapping genes (Fig. 5C). Overall, there were mild to moderate correlations (|R| values between 0.3−0.7), nevertheless with no consistent trend between DNA methylation in the gene body and their gene expressions. 

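Methylation and RNA of the 5 genes were compared across 14 mice with both libraries, over 21 regions with CpGs read at least 10 times in every library. No relation passed the adjustment over these 21 (lowest adjusted p = 0.103), and 1 had an unadjusted permutation p of 0.05 or under by Pearson r, and 2 by Spearman rho. Within the 8 spaceflight mice 0 of the relations had an unadjusted p of 0.05 or under by Pearson r and 2 by Spearman rho, and within the 6 ground control mice 0 did by either. Where methylation was near 0, as in the promoter and exons of Junb and Maf, it ranged over less than 2 points across mice, from 0.483% to 2.00% for the Junb promoter, which leaves little to relate to RNA.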

For examples, in Col8a2 gene, a moderate positive correlation between DNA methylations at upstream 1 to 5 kb region (R = 0.49, *P* = 0.066) but a moderate negative correlation (R = −0.55, *P* = 0.0410) at exons with its gene expression were observed. 

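Upstream of Col8a2, 1 to 5 kb before its start, 4 CpGs ranged from 74.9% to 88.1% across mice, and their mean had a Pearson r of 0.469 with Col8a2 RNA (permutation p = 0.088, adjusted p = 0.51) and a Spearman rho of 0.604 (permutation p = 0.0252, adjusted p = 0.265). Leaving out the 2 mice farthest from the median methylation gave r = 0.509. In Col8a2 exons (21 CpGs, 18.5% to 19.9%) the r was −0.282 (permutation p = 0.365, adjusted p = 0.717) and the rho −0.0945 (p = 0.751), with r = −0.404 without the 2 farthest mice. Introns of Col8a2 gave r = −0.303 (permutation p = 0.313; rho −0.0769, p = 0.797) and its 5′ UTR r = −0.152 (p = 0.598; rho −0.349, p = 0.221). Within the 8 spaceflight mice the r of the upstream region was −0.0171 and that of exons 0.343.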

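Junb regions close to the gene were almost unmethylated in every retina, at 0% to 0.617% over 22 CpGs of the 5′ UTR. That methylation had a Pearson r of 0.234 with Junb RNA across 14 mice (permutation p = 0.422, adjusted p = 0.717) and a Spearman rho of 0.033 (p = 0.915), and r = 0.14 without the 2 mice farthest from the median. From 1 to 5 kb upstream of Junb, 6 CpGs at 10.6% to 16.3% had r = −0.783 (permutation p = 0.0049, adjusted p = 0.103) but a rho of −0.275 (p = 0.34) and r = −0.0505 without the 2 farthest mice, so the relation rests on those mice. With mice paired by the numbers in the labels that r was −0.0732 (permutation p = 0.834), and over each library's own CpGs −0.24 (p = 0.39). Pairing by the labels changed only the joining of DNA to RNA. The expression columns were still read by the paper's mouse numbers, so it follows neither source in full and settles nothing. The promoter and exons of Junb gave r = 0.0699 (p = 0.814; rho 0.0505, p = 0.867) and −0.177 (p = 0.556; rho −0.169, p = 0.565).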

In *Junb* gene, a moderate positive correlation (R = 0.68, *P* = 0.01) between DNA methylation at 5′ UTR and its gene expression was observed. In *Tsc22d3* gene, a moderate negative correlation (R = −0.58, *P* = 0.019) was observed between DNA methylation at upstream 1 to 5 kb region and its gene expression. 

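The upstream region of Tsc22d3 had no CpG with at least 10 reads in every library and is not analysed here. In its promoter, 5 CpGs at 31.4% to 52.9% had a Pearson r of 0.4661 with Tsc22d3 RNA across 14 mice (permutation p = 0.097, adjusted p = 0.51) and a Spearman rho of 0.679 (p = 0.0098, adjusted p = 0.206), and r = 0.46 without the 2 mice farthest from the median. Introns (113 CpGs) gave r = 0.424 (permutation p = 0.134, rho 0.297, p = 0.303). Over each library's own CpGs the intron r was 0.627 (permutation p = 0.0148). With mice paired by the labels it was 0.607 (permutation p = 0.0156), but the expression columns were not changed to match. Exons gave r = 0.30 (p = 0.294, rho 0.27, p = 0.348) and the 5′ UTR r = 0.216 (p = 0.452, rho 0.354, p = 0.214).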

Weak negative correlations were observed between DNA methylations in all gene body regions of *Maf* and its gene expression, while weak positive correlations were observed between DNA methylations in all parts of *Mid1ip1* gene and its gene expression.

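For Maf, the region 1 to 5 kb upstream (21 CpGs) had a Pearson r of −0.55 (permutation p = 0.0818) but a Spearman rho of 0.231 (p = 0.426), and r = 0.386 without the 2 mice farthest from the median, so the negative value rests on those mice. The promoter of Maf gave r = −0.163 (p = 0.594; rho 0.31, p = 0.279) and its exons r = 0.123 (p = 0.615; rho 0.231, p = 0.427). For Mid1ip1, r was 0.283 in the promoter (permutation p = 0.312; rho 0.534, p = 0.0523), 0.268 in exons (p = 0.315; rho 0.327, p = 0.254), 0.0552 in the 5′ UTR (p = 0.85; rho 0.165, p = 0.575), 0.019 in the intron (p = 0.946; rho 0.0505, p = 0.868) and −0.25 upstream (p = 0.405; rho −0.033, p = 0.916). After adjustment over the 21 relations, the lowest adjusted p of these was 0.51 for r.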

### Genes and pathways regulated by spaceflight at both transcription and DNA methylation levels

The functional analysis based on both DEGs and DMGs revealed that the genes involved in ECM and focal adhesion were the main regulatory targets in the retinas by spaceflight. 

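Thbs4, a thrombospondin of tendon and of reactive astrocytes, was at 6.46 ± 2.49 FPKM (SD, n = 9) after spaceflight and 9.41 ± 6.65 FPKM (SD, n = 7) in ground control mice (log2 change −0.41, limma adjusted p = 0.524), with 24.4 FPKM in M31. Cd44, the hyaluronan receptor, was at 8.84 ± 11.4 and 8.80 ± 10.7 FPKM (log2 change −0.01, limma adjusted p = 0.996), with 39.0 FPKM in spaceflight mouse M22 and 33.0 FPKM in ground control mouse M31. The CpG assigned to Tnc, which encodes tenascin C, lies at −503637 bp from the start of that gene, at position 64550651 of chromosome 4, and was at 76.2% ± 4.08 (SD, n = 8) after spaceflight and 86.3% ± 2.19 (SD, n = 8) in ground control mice (logistic regression, adjusted p = 0.865). Tnc RNA had a log2 change of −0.04 (limma adjusted p = 0.92).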

We found that ECM genes like collagen, laminin, thrombospondin (*Thb*s), and integrins included *CD44*, syndecan, and VLA protein β subunit 1, 3, and 8, were regulated at transcriptional level, whereas other genes like tenascin and integrin VLA α subunit 2, 7 and 8, were regulated at DNA methylation level by spaceflight (Supplementary Fig. S3A). Though simultaneously changes at both the transcription and DNA methylation levels were not observed in many genes, an integration analysis identified many DEGs and DMRs were enriched in the ECM/cell junction functional group, suggesting that the genes and gene networks in the ECM/cell junction were more sensitive to the stress of spaceflight in the mouse retinas. This notion of convergent regulation is illustrated in Figs. 4C and 4D.

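Genes of the Hippo and Wnt pathways, which control proliferation and tissue size, were lower as a group after spaceflight. Of 28 measured 23 were lower and 0 fell over all genes, with a median log2 change of −0.18 (camera adjusted p = 0.00409, adjusted p = 0.933 with an estimated correlation); 3 fell adjusted over the list alone, and 2 are in the paper's table. Fzd4, the receptor for norrin in retinal vessels, was at 6.66 ± 1.64 FPKM (SD, n = 9) after spaceflight and 8.84 ± 3.12 FPKM (SD, n = 7) in ground control mice (log2 change −0.37, limma adjusted p = 0.427). Axin1, a scaffold that limits Wnt signaling, was at 7.01 ± 0.741 and 7.97 ± 0.885 FPKM (log2 change −0.18, limma adjusted p = 0.43). Scores were highest in ground control mouse M31 (0.739) and spaceflight mouse M22 (0.43), and without M31 the list did not pass (camera adjusted p = 0.296). The group difference of the score had an exact permutation p of 0.278.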

We examined the DEGs and DMGs involved in HIPPO, TGF-β, and Wnt signaling pathways (Supplementary Fig. S3B). Our analysis showed that *Fzd*, a transmembrane receptor in Wnt pathway, was significantly downregulated in gene expression; while *Tfg-βr*, a transmembrane receptor in TGF-β pathway, was hypermethylated. 

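Fzd1, a frizzled receptor for Wnt ligands, was at 3.90 ± 1.98 FPKM (SD, n = 9) after spaceflight and 5.52 ± 5.19 FPKM (SD, n = 7) in ground control mice, with 17.0 FPKM in M31 and medians of 3.44 and 3.98 FPKM (log2 change −0.28, limma adjusted p = 0.769). The CpG of Tgfbr1, a TGF-β receptor, at position 47349939 of chromosome 4, at −3283 bp from the start, was higher after spaceflight at 21.8% ± 7.83 (SD, n = 8) against 8.00% ± 4.79 (SD, n = 8), with an adjusted p of 0.865 by logistic regression. Tgfbr1 RNA was at 7.34 ± 1.12 and 7.35 ± 2.59 FPKM (log2 change 0.06, limma adjusted p = 0.906).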

*Fzd* and *Tfg-βr* interact with a variety of extracellular signal molecules to activate signaling cascade, of which many downstream signal components were found in either the DEG or DMG lists, including the genes responsible for apoptosis and proliferation,such as*Smad2/3, CK1δ/ε, Axin, CycD*, and *αPkc*. Furthermore, the epithelial adherent, a cell surface receptor for calcium-dependent cell-cell adhesion, was hypomethylated. 

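Downstream components had sites of lower methylation and RNA that did not pass the test. Csnk1e, casein kinase 1 epsilon, has a CpG at position 79451303 of chromosome 15 at 44.5% ± 5.86 (SD, n = 8) after spaceflight and 59.9% ± 7.79 (SD, n = 8) in ground control mice, with a log2 change of RNA of −0.01. Axin2, a feedback inhibitor of Wnt signaling, has one 91472 bp beyond its start at 20.9% ± 2.83 and 25.7% ± 3.78, with at least 2000 reads in every library. Its RNA was at 9.15 ± 1.38 FPKM (SD, n = 9) and 11.0 ± 2.54 FPKM (SD, n = 7) (log2 change −0.25, limma adjusted p = 0.471). Ccnd3, a D-type cyclin, has an intron CpG at 29.5% ± 9.68 and 43.5% ± 13.0 and RNA at 23.5 ± 2.19 and 29.1 ± 6.60 FPKM (log2 change −0.28, limma adjusted p = 0.393), while Ccnd2 had a log2 change of −0.18 with 30.1 FPKM in M31. Prkcz has an intron CpG at 31.9% ± 10.4 and 41.4% ± 4.04 and a log2 change of RNA of 0.02. RNA of Smad2 and Smad3 had log2 changes of 0.12 and −0.03 (limma adjusted p = 0.549 and 0.88). Every site had an adjusted p of 0.865 by logistic regression.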

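Cdh1 encodes E-cadherin, the adhesion protein of epithelial junctions. Its intron CpG at position 106611260 of chromosome 8 was lower after spaceflight, at 65.1% ± 5.08 (SD, n = 8) against 75.4% ± 6.20 (SD, n = 8), with an adjusted p of 0.865 by logistic regression and at least 47 reads in every library. Cdh1 RNA was at 3.51 ± 6.28 FPKM (SD, n = 9) and 1.92 ± 3.37 FPKM (SD, n = 7), a log2 change of 0.24 (limma adjusted p = 0.937), with 17.5 FPKM in M21 and medians of 0.624 and 0.405 FPKM.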

Overall, the integrated gene network and pathway analysis strongly suggested a coordinated response at the transcriptome and methylome levels in the spaceflight mice.

## Discussion

Approximately one in three astronauts flying on long-duration space missions experience visual impairment and morphologic changes to their eyes that include choroidal and retinal folds, optic disc edema, focal areas of retinal ischemia (i.e., cotton wool spots), globe flattening, and hyperopic shifts. This collection of ocular disorders, as first reported by Mader and colleagues,^3^ has been termed as spaceflight-associated neuro-ocular syndrome (SANS). A number of factors associated with spaceflight have been proposed to initiate SANS, including headward fluid shifts induced by weightlessness, space radiation, and high ambient CO_2_ levels within the spacecraft. A variety of potential mechanisms have also been proposed to account for the unusual physiologic and pathologic neuro-ophthalmic findings, including elevations in intracranial pressure (ICP) from cephalad fluid shifts, altered autoregulation of cerebral perfusion, impaired cerebrospinal fluid drainage from the brain and orbital optic nerve sheath through venous, glymphatic, and lymphatic drainage systems, and disruption of blood-brain, blood-retinal, and blood-optic nerve barrier function.^23^ This seemingly multifaceted pathological process, which varies from astronaut to astronaut, indicates a complex origin for these neuro-ophthalmic findings associated with SANS. Results from the present study of spaceflight-induced alterations in DNA methylome and transcriptome demonstrated that retinal cell homeostasis was disrupted during spaceflight, and that the primarily impacted genes belonged to several physiologically relevant cellular processes and pathways. These included processes and pathways associated with oxidative stress, inflammation, mitochondrial function, tissue remodeling, fibrosis and angiogenesis. Further, the integrated DNA methylome and RNA transcriptome analysis demonstrated that spaceflight had profound effects on ECM/cell junction and cell proliferation/apoptosis signaling in the retina. Although these data did not address all the possible mechanisms involved in the etiology of SANS, they provided crucial insight into the potential adverse consequences of spaceflight on the retina that could be functionally important for maintaining proper visual acuity among astronauts.

Multi-dimensional genome-wide analyses have been applied to interrogate vision function, aging and diseases.^4,24–26^ In this study, we characterized the retinal tissue epigenomic reprogramming, along with the transcriptomic changes of mouse retinas after a period of 37-day spaceflight, the human equivalent of 4.1 years. The differential gene expression analysis revealed a few distinctive yet interconnected pathways that may have been affected by spaceflight, such as inflammatory and cancer-prone pathways, i.e., interleukin and chemokine pathways (*Fgfr1, Fos, Cxcr4* genes); cell structure maintenance pathways, i.e., ECM and keratins; and the cell death, cell differentiation, and survival pathways, i.e., VEGF, TSP1, TGF-β signaling and DNA repair. These findings support the notion that environmental conditions during spaceflight, such as microgravity and space radiation, induce retinal structure damage and the counteractive cell response,^9^ leading to similar conditions of known disease states such as age-related macular degeneration (AMD).^16,27^ A recent study by Cheng *et al*. showed that even though mice do not have macula, mimicking diseased photoreceptor metabolism profile in mice caused macular degeneration-like pathologies similar to that in humans and leading to blindness.^28^

Consistent with what has been reported on retinal disorders,^14^ we identified six genes in the spaceflight mouse retinas that were associated with AMD (*Adamts, Col8a, Htr, Igfb, Slc, Tgfbr*). We also found that the mitochondrial small molecule transporter family genes such as *Slc4a7, Slc6a17, Slc22a8, Slc22as, Slc25a2*, and *Slc31a2* were among the top DEGs and DMGs induced by spaceflight in the mouse retinas. A gene expression change of a small molecule transporter in ocular tissue was also observed in a previous spaceflight study, which was linked to oxidative damage in leading to mitochondrial apoptosis and cell death in retina.^9^ Many other structural proteins, such as collagen, keratin and actin, were also downregulated under spaceflight conditions. The suppression of these genes has been shown to trigger chronic inflammation, fibrosis, retinopathy, and cancer.^29^ Notably, several genes in the retinoic acid metabolism pathway were hypermethylated in spaceflight mice. RA receptors repress the activity of transcription factors such as *AP-1* and *NF-κB*, and therefore have potential anti-proliferative and anti-inflammatory effects. In addition, the expressions of several genes (*Wnt5a, Vegf*, and *Tnf*) in the Wnt/β-catenin pathway were altered by spaceflight. Wnt/β-catenin pathway plays a pathogenic role in AMD, and it is believed that certain changes in AMD likely lead to inflammation or a cancer-like disease state.^30^

Intraocular pressure (IOP) impacts cell adhesion and connection, promotes detachment of cell from ECM, leading to apoptosis and optical nerve damage.^31,32^ Our transcriptomic and epigenomic studies on spaceflight mouse retinas showed that ECM-receptor components were among the most altered genes in spaceflight mouse retinas relative to that in ground control mice (Table 1). We found that the expression of myocilin (encoded by *Myoc*), a structural component that regulates IOP, was significantly suppressed, suggesting an adverse effect of microgravity on IOP regulation. Another significantly altered gene family in the spaceflight mouse retinas was simple epithelial keratins (SEKs), which are primarily expressed in single-layered simple epithelia. An important feature of SEKs is that one specific SEK pair (one type I SEK and one type II SEK) predominate in an epithelial cell where they form noncovalent heteropolymers.^33^ Our transcriptomic data showed both *Krt1* and *Krt10* were significantly upregulated, suggesting that the spaceflight mice might have been subject to some structural repair in the retinas. However, the expression of another corneal epithelial SEK*, Krt12*, was significantly suppressed. Beside its structural roles, *Krt12* is generally regarded as a specific corneal epithelial differentiation marker^34^ and a reduced expression of *Krt12* gene may suggest an impaired cell differentiation under spaceflight condition.

The transcriptomic data revealed spaceflight down-regulated wound-healing and cell proliferation genes (*Tgfb2, Tgfb3, Igfbp4, Igfbp5, Igfbp6, Pdgfra*, and *Dcn*) in mouse retinas. Furthermore, many transcriptional regulators were also downregulated in the spaceflight mouse retinas, including hormone-retinoid receptors *Nr4a1* and *Nr4a3*, zinc finger transcriptional factor *Egr1*, connective tissue growth factor *Ctgf*, and serine protease inhibitors *Serpine2, Serpinf1, Serpinh1* and *Serping*. These transcriptional factors play critical roles in regulating cell survival, proliferation, axial eye growth,^35^ morphogenesis of the lens and optic vesicle development.^36,37^ The methylomic data also suggested that spaceflight may impact cell cycle and DNA repair as indicated by the IPA analysis-based DMGs, which showed that R-SMAD binding protein, TGF-β receptor signaling, and WNT signaling pathways were all enriched. The recent NASA Twins Study,^18^ also showed that the gene expression changed for genes related to cell growth, proliferation and angiogenesis in CD4 and CD8 cells, indicating that the activation of wound-repairing pathways are not limited to retinal tissue in spaceflight.

This is the first report on an epigenetic age alteration in retinal tissue during spaceflight. The data indicated that the retinas of spaceflight mice tended to have a younger epigenetic age (deceleration of age) compared to that of ground control animals (Fig. 2F). Interestingly, in the NASA Twin Study, the results showed that the spaceflight twin had an elongated telomere length relative to his ground-based twin brother, suggesting slower aging in space.^18^ Thus, there seems to be some evidence that spaceflight-induced age deceleration occurs in mice and humans. There also seems to be some similarity in the aging deceleration of the retinal epigenetic clocks of spaceflight mice and that in mice with ovariectomy or on a high-fat diet.^20,21^ It is worth noting that the predicted epigenetic age based on retinal methylation was much younger than the chronological age (2−3 weeks as predicted by retinal DNA methylation clock vs. 21 weeks per chronological age). A couple of factors might have contributed to this discrepancy. First, the retinal tissue DNA methylation data was not included in Stubbs's epigenetic clock training dataset,^20^ and therefore, the retinal epigenetic age was not well represented by Stubb's algorithm. Second, the retina is a heterocellular tissue and its epigenetic age might be over-represented by epigenetically younger cells. As a matter of fact, Horvath reported that several tumors exhibited decelerated epigenetic clocks and that malignant cancer tissues were much younger than anticipated.^19,38^ Nevertheless, our spaceflight mouse retinal epigenetic clock analysis showed that spaceflight significantly decelerated retinal epigenetic age. This age deceleration may suggest an activation of remodeling or compensatory pathways that are dormant under normal physiological conditions.^39^

In summary, this study is the first to investigate the effects of spaceflight on both DNA methylome and transcriptome in retinal tissue. Interestingly, the results indicate that spaceflight decelerated epigenetic clock in the mouse retina, i.e., the mice flown in space showed younger biological ages than the ground control mice. Despite this positive finding, the results also demonstrated that retinal cell homeostasis was disrupted during spaceflight. The primarily impacted genes by spaceflight belong to several physiologically relevant cellular processes and pathways, including those associated with oxidative stress, inflammation, mitochondrial function, tissue remodeling, fibrosis, and angiogenesis. The functional analysis integrating both DNA methylome and transcriptome demonstrated that spaceflight had particularly profound effects on two important biological processes, i.e., ECM/cell junction and cell proliferation/apoptosis signaling in the retina (Figs. 4C and 4D, Supplementary Fig. S3).

## Methods

### Study design

Figure 1 illustrates the overall study design. The 16-week-old female C57 BL/6J mice (Jackson Lab, Bar Harbor, ME) were used in this study as part of the NASA RR-1 project consortium. This project was approved by the NASA Institutional Animal Care and Use Committee. Both spaceflight and ground control animals were housed in NASA's animal enclosure modules (AEM), with control mice being exposed to the same environment conditions (12-hour light cycle, temperature and humidity) as those flown on the International Space Station (ISS). Control animals were kept inside an environmental simulator (ISSES) at the Space Life Science Laboratory (SLSL) at Kennedy Space Center (KSC), and the spaceflight animals were transported to the ISS by SpaceX4 on September 21, 2014. All animals were fed with a special NASA food bar diet and their health was checked daily. The spaceflight mice were euthanized and frozen on-orbit after 37 days of flight, while ground control mice were simultaneously euthanized and frozen under identical conditions. After the frozen carcasses were returned to KSC, the ocular tissues were removed from both groups. DNA and RNA were extracted from the same retinal sample and were used for library constructions using NuGEN Ovation^®^ RRBS and Ovation^®^ Mouse RNA-seq library construction kits, respectively. Libraries were multiplexed with unique sample indices, pooled, and sequenced on an Illumina NextSeq 550. FastQ files were subject to FastQC, adapter and low-quality reads trimming before mapping to mouse genome NCBI GRCm38. Differential CpG methylation regions and differential expressed genes were determined after mapping and counting, and the resulting DMR and DEG lists were subject to IPA and DAVID gene functional analysis. The epigenetic clock was determined using the MouseEpigeneticClock script developed by Stubbs *et al*. (2017).^20^

### Dissection and preservation of the mouse ocular samples

At the time of dissections, both eyes were dissected from the carcasses thawed at room temperature for 15–20 minutes. The eyes were harvested and snap frozen in liquid nitrogen, then stored at −80 °C. The frozen whole eye samples were micro-dissected in the ice-cold phosphate-buffered saline (PBS). Fine spring scissors were used to separate the cornea from the sclera to access the retina. The retina was carefully detached from the sclera. The retina, cornea, and lens were immediately frozen on dry ice and stored at −80°C before DNA and RNA isolations.

### DNA and RNA isolations

Retinal tissues (4–20 mg) were homogenized with Precellys CKM beads (Hilden, Germany) in 350 µl of Qiagen RLT plus buffer. The genomic DNA (gDNA) and total RNA were isolated using the Qiagen AllPrep DNA/RNA/miRNA Universal Kit according to the manufacturer's protocol. After isolation, RNA and DNA were frozen and kept at −80 °C until further use. Isolated RNA samples were quantified using NanoDrop spectrophotometry (Thermo Scientific, Chino, CA). DNA and RNA were further quantified using the Qubit dsDNA High Sensitivity Kit and RNA Broad Range Kit, respectively (Life Technologies, Carlsbad, CA). RNA quality was evaluated using the Agilent 2200 TapeStation and RNA ScreenTape (Santa Clara, CA). All RNA samples had an integrity numbers (RIN) ranging from 7.2 to 8.1.

### Reduced Representation Bisulfite Sequencing (RRBS) library construction

One hundred (100) ng of gDNA was used to construct RRBS DNA-seq library using the Ovation^®^ RRBS Methyl-Seq System (NuGEN Technologies, San Carlos, CA) according to the manufacturer's protocol. Briefly, the MspI enzyme, which cuts the DNA at CCGG sites, was used to digest gDNA into fragments. The fragments were directly subject to end blunting and phosphorylation in preparation for ligation to a methylated adapter with a single-base T overhang. A unique index, out of 16 indices, was used for each individual sample for multiplexing. The ligation products were repaired in a thermal cycler under the program (60 °C–10 min, 70 °C–10 min, hold at 4 °C). The products of the final repair reaction were used for bisulfite conversion using QIAGEN EpiTect Fast DNA Bisulfite Kit according to Qiagen's protocol. Bisulfite-converted DNA was then amplified (Mastercycler^®^ pro, Eppendorf, Hamburg, Germany), and bead-purified with Agencourt RNAClean XP beads.

### RNA-seq library construction

The Ovation^®^ Mouse RNA-Seq System 1–16 (NuGEN Technologies, San Carlos, CA) was used to construct RNA-seq libraries according to the manufacturer's instructions. Briefly, 100 ng of total RNA spiked with 1 µl of 1:500 diluted ERCC Mix 1 (Life Technologies, Carlsbad, CA) was used to start cDNA synthesis. Following the primer annealing and cDNA synthesis, the products (130 µl/each sample) were sheared using Covaris S220 Focused-ultrasonicator (Covaris Inc., Woburn, MA). The parameters were set as follows: 10% duty factor, peak power 175 and 200 cycles per burst at 4 °C for 200 seconds to obtain fragment sizes between 150–200 bp. The products were then subject to end-repair, adaptor index ligation and strand selection. A custom InDA-C primer mixture SS5 Version 5 for mouse was used to allow strand selection. Finally, the libraries were amplified on a PCR thermocycler for 17 cycles (Mastercycler^®^ pro, Eppendorf, Hamburg, Germany), and purified with RNAClean XP Agencourt beads (Beckman Coulter, Indianapolis, IN); and quantified using Qubit dsDNA HS Kit on Qubit 3.0 Fluorometer (Life Technologies, Carlsbad, CA). The quality and peak size were determined using the D1000 ScreenTape on Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA).

### RRBS and RNA-seq library sequencing

The RRBS libraries were sequenced on an Illumina NextSeq 550, 75 bp, single-end read, whereas the RNA-seq libraries were sequenced on both Illumina NextSeq 550 and HiSeq 4000, pair-end reads (75 bpx2), at the Loma Linda University (LLU) Center for Genomics.

### Bioinformatics pipelines

For the RRBS data, we used a pipeline that integrates the read quality assessment (FastQC, v0.11.6), trimming process (TrimGalore,^40^ v0.4.5, NuGEN diversity trimming and N6 de-duplicate scripts), alignment (Bismark,^41^ v0.16.34), and differential methylation analysis using MethylKit^42^ (v0.1.0) and DMAP^43^ (v2.8.1). This pipeline facilitates a rapid transition from sequencing reads to a fully annotated CpG methylation report for biological interpretation. Briefly, the RRBS raw fastq data were first trimmed using Trim Galore. The mouse genome NCBI GRCm38 downloaded from iGenome (https://support.illumina.com/sequencing/sequencing_software/igenome.html/Musmusculu/Mus_musculus_NCBI_GRCm38.tar.gz), was used as a reference genome. Reads were aligned to the mouse reference genome with Bismark (v0.16.34) by default parameter settings. The methylation call files including the location of each CpG site and the methylation percentage were generated by the bismark_methylation_extractor function. The aligned SAM files were further processed through DMAP to generate CpG region profile using function ‘diffmeth’ (options: -A 40, 220, -N -I 6). The CpG regions with coverage by a minimum 20 reads in all samples were used for further analysis.

For the RNA-seq data, we adopted the pipelines used in our recent publications^44,45^ for mRNA-seq data visualization, which integrated the QC (FastQC,^46^ ShortRead,^47^ v1.48.0), trimming process (trimmomatic,^48^ v0.35), alignment (Tophat2,^49^ v2.2.1), reads quantification (cufflinks,^50^ v2.2.1), and differentially expressed gene (DEG) analysis (cuffdiff,^51^ v 2.2.1) for mRNA-seq data analyses. Briefly, the RNA-seq raw fastq data were first trimmed using Trimmomatic (options: Leading: 20, Trailing:20, Crop:75, Headcrop:5, Slidingwindow: 4:15, Minlen: 35). The trimmed reads were aligned to the mouse reference genome (NCBI GRCm38) using TopHat2 (default parameter settings). The aligned bam files were then processed using Cufflinks for gene quantification. The reads that were unable to align to the mouse genome were converted to fastq format using SamToFastq function in Picard (v1.11.4) for ERCC mapping and calculation in which the reads were mapped to ERCC transcripts and quantified using TopHat2 and Cufflinks (default parameter settings). The genes with FPKM ≥ 1 in all samples were used for DEG analysis. The DEGs were identified by Cuffdiff with FDR ≤ 0.3, and fold change (FC) ≥ 1.2 (*P* ≤ 0.05). All bioinformatics pipelines were run with default parameters if not specified otherwise.

### Epigenetic clock calculation

We used a mouse epigenetic clock algorithm developed by Stubbs *et al*. (2017)^20^ to estimate the biological age of the retinas of spaceflight mice, using the MouseEpigeneticClock script on the methylation coverage files with default parameter of read depth threshold at 5. The mouse age estimator, based on the methylation of 329 CpG loci, was shown to accurately measure the epigenetic clock—biological age across multiple mouse tissues.^19^

### Gene networks, pathway and functional annotation analyses

The analyses on the gene networks, canonical and bio-functional pathways regulated by spaceflight at both DNA methylome and transcriptome were performed using the Ingenuity Pathway Analysis (IPA, Qiagen). The sets of 177 differentially expressed genes and 643 differentially methylated genes were input into the IPA database to discover canonical, diseases and bio-functional networks possibly regulated by spaceflight. The complete IPA analysis summary is shown in the supplementary files. We also applied the DAVID Functional Annotation Tool (https://david.ncifcrf.gov) to the lists of DEGs and DMGs to identify the functional enrichment of the spaceflight-induced gene expression changes to biologically relevant categories.

### PCA computation and statistical analysis

PCA components were computed from normalized gene expression counts of 177 DEGs, or the beta values of all differentially methylated CpGs. Specifically, the missing values in input data were handled by the ‘imputePCA’ function from R package ‘missMDA’ (v1.18). Then, PCA was performed using ‘prcomp’ (scale = FALSE) function from R package ‘stats’ (v3.6.2). Finally, the contributions of each PCA component were extracted using ‘get_eigenvalue’ function.

For DEG analysis, an FC ≥ 1.2 with P ≤ 0.05 (FDR ≤ 0.3) was used as a threshold to select DEGs. For DMG analysis, a methylation change ≥ 10% (FDR ≤ 0.05) was used as a threshold to select DMGs. Pathway analysis was performed using IPA and DAVID Functional Annotation Tool to identify canonical pathways. For other statistics analysis, data were presented as mean ± SD, and were analyzed using two-tailed Student's *t*-test or one-way ANOVA followed by Turkey's post hoc test. *P*-value ≤ 0.05 was considered statistically significant. Experimental number (N) represents the number of animals tested in each group.

## Supplementary Material

pbab012_Supplemental_Files Click here for additional data file.

## Data Availability

The RRBS and RNA-seq sequencing data has been uploaded to the Gene Expression Omnibus (GEO) with the accession GSE159771.

# Supplementary material for: Spaceflight decelerates the epigenetic clock orchestrated with a global alteration in DNA methylome and transcriptome in the mouse retina
**Source:** Precis Clin Med. 2021 May 17;4(2):93–108. doi: 10.1093/pcmedi/pbab012
**Supplement:** pbab012_Supplemental_Files

# Spaceflight decelerates the epigenetic clock orchestrated with a global alteration in DNA methylome and transcriptome in the mouse retina

Zhong Chen<sup>1#</sup>, Seta Stanbouly<sup>1,2#</sup>, Nina C. Nishiyama<sup>2</sup>, Xin Chen<sup>1</sup>, Michael D. Delp<sup>3</sup>, Hongyu Qiu<sup>4</sup>, Xiao W. Mao<sup>2</sup>, Charles Wang<sup>1,5\*</sup>

## Supplementary Figures

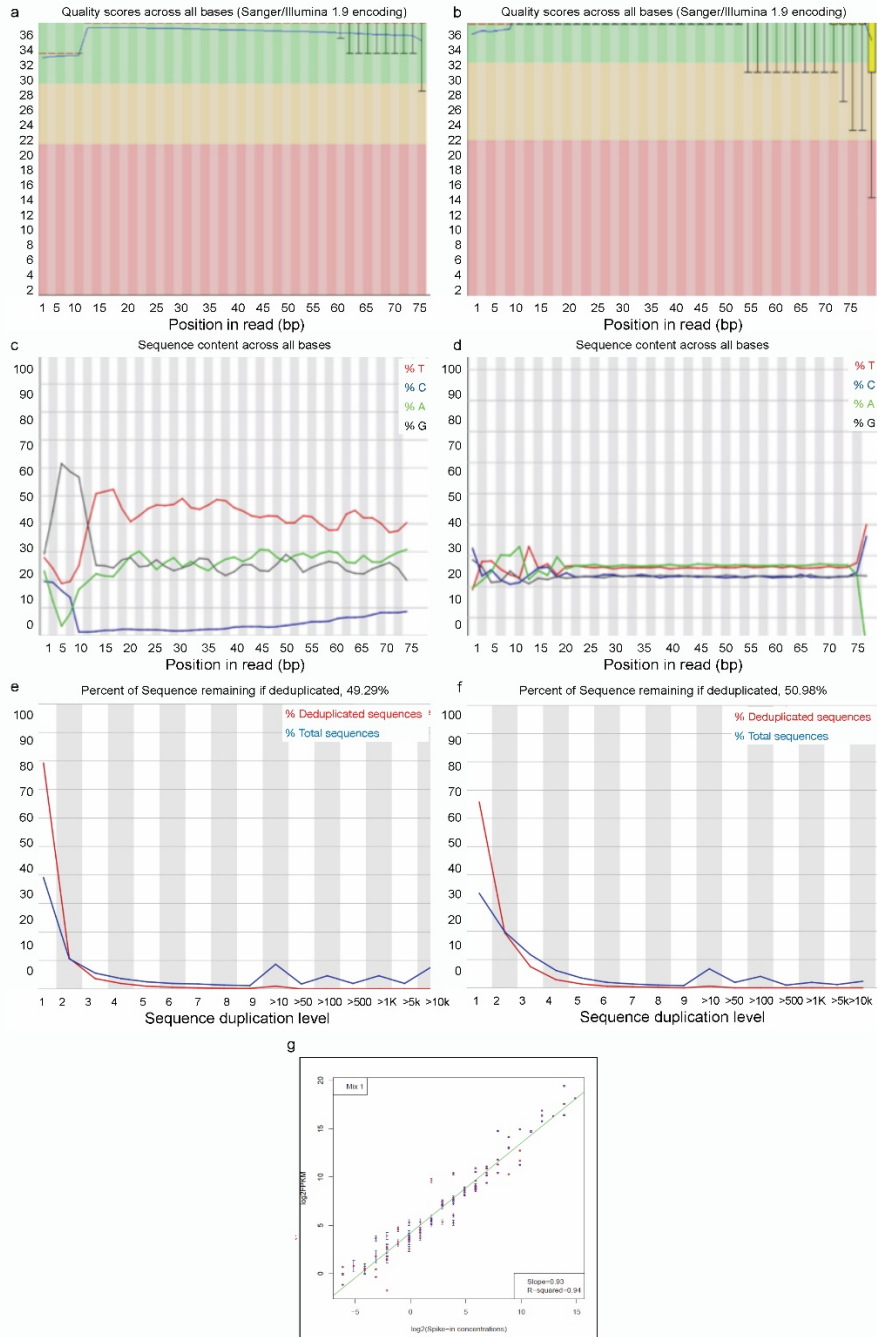

**Supplementary Figure 1: Sequencing data quality control.** Fastq file quality of a representative RRBS read (**a, c, e**) and an RNA-seq (**b, d, f**) sequencing read across bases. (**a, b**) Box and Whisker plots showing the Phred quality scores at each position of bases. The central red line is the median value. The yellow box represents the inter-quartile range (25–75%). The upper and lower whiskers represent the 10% and 90% points. The blue line represents the mean quality. (**c, d**) Per base sequence content after adaptor sequence removal, (**e, f**) Sequence duplication level. The plot shows the proportion of the library which contained sequences in different duplication level bins. The blue line shows the total sequences and the duplication level distribution. The red line shows the proportions of sequences after e-duplication. (**g**) Scatterplot showing the correlation of RNA-seq between the detected ERCC log<sub>2</sub> (FPKM) and the expected ERCC log<sub>2</sub> (spike-in concentration).

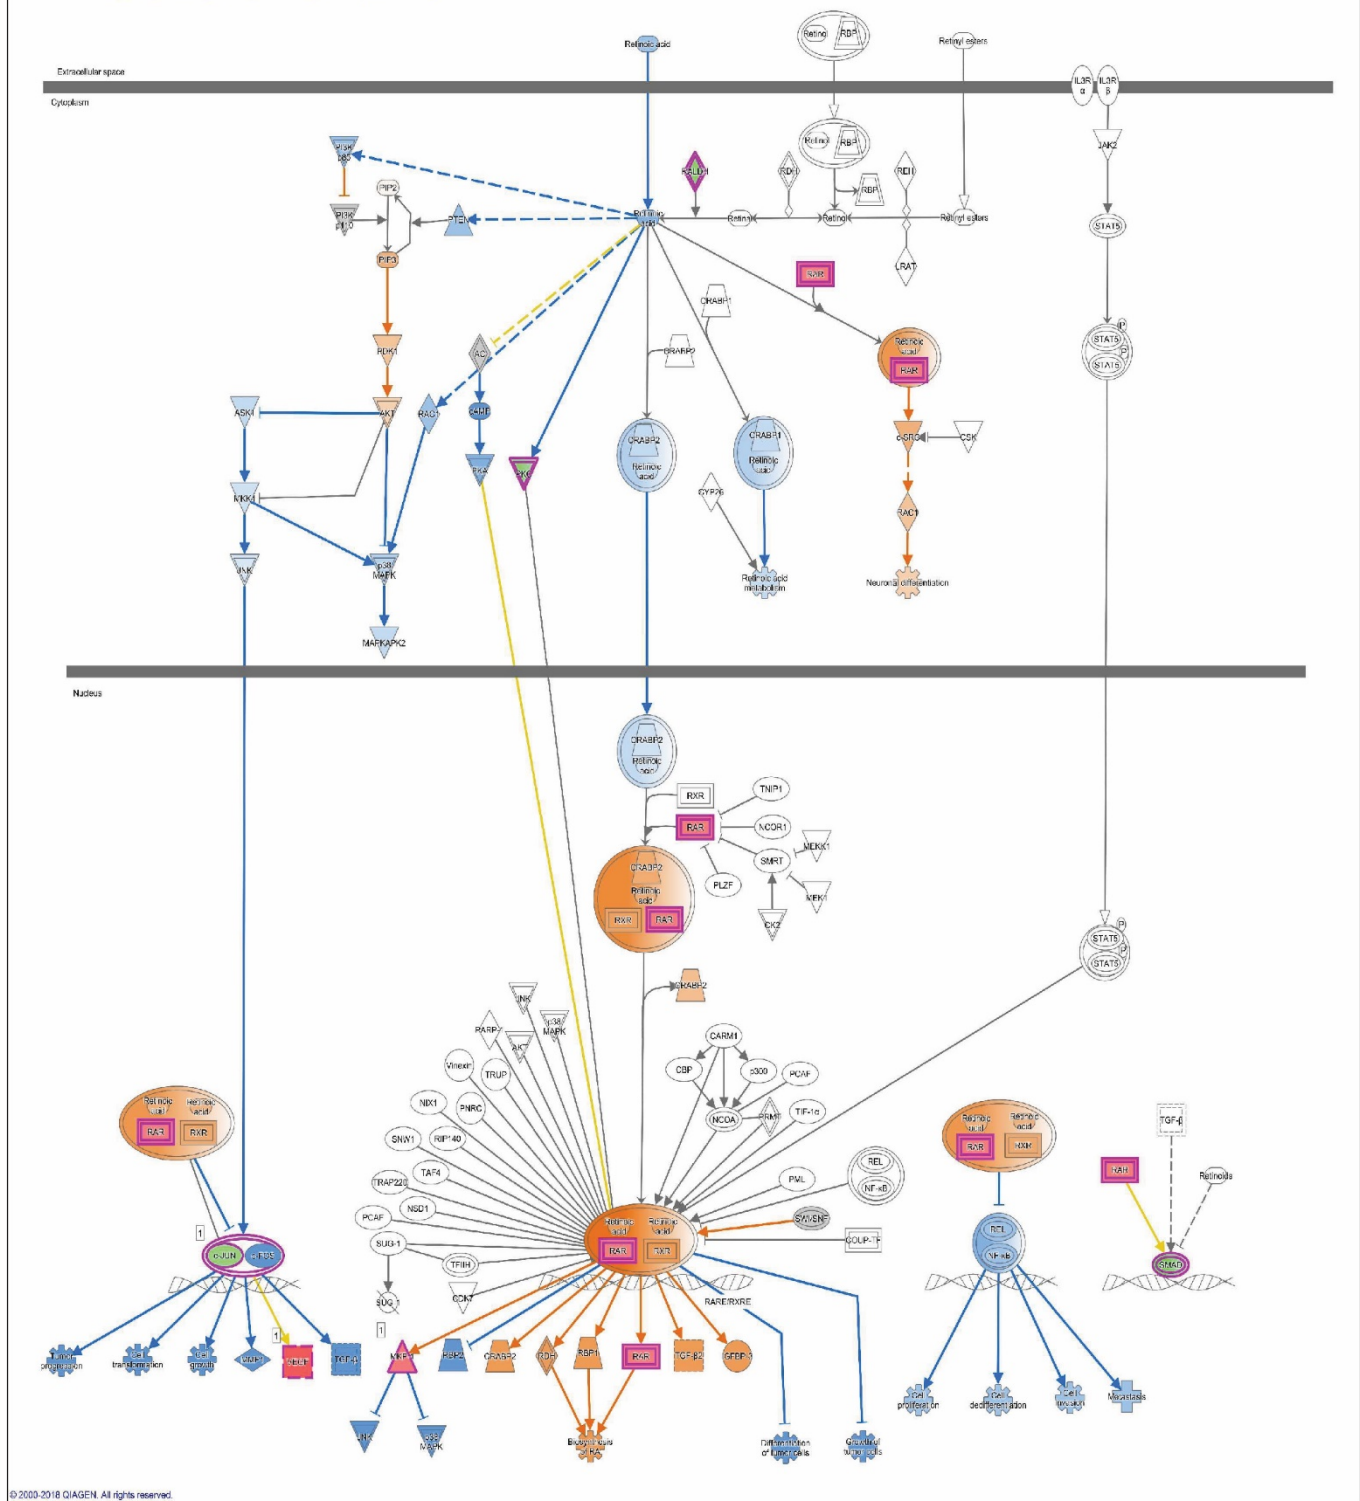

**Supplementary Figure 2. DMGs identified in the retinoic acid receptor (RAR) pathways.** Molecules identified in this pathway were Jun, Prkd, Dusp1, Vegfa, Smad2, Smad3, Rarg, Aldh1a3, and Prkcz. Prediction of downstream and upstream molecules relations from the identified molecules are depicted (refer to the Prediction Legend). Canonical pathways generated by Ingenuity Pathway Analysis based DMGs.

a

## DEGs and DMGs in ECM-Receptor Interaction

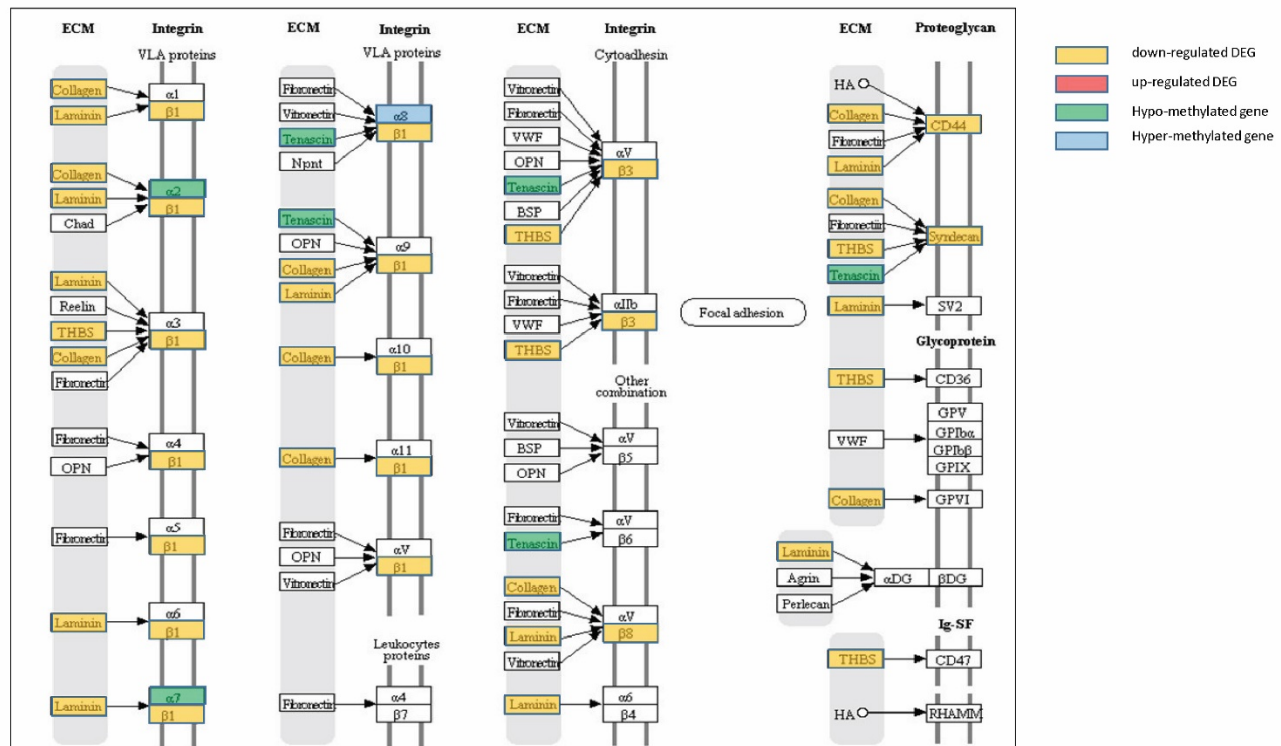

b

## DEGs and DMGs in pathways involved in cell proliferation and survival

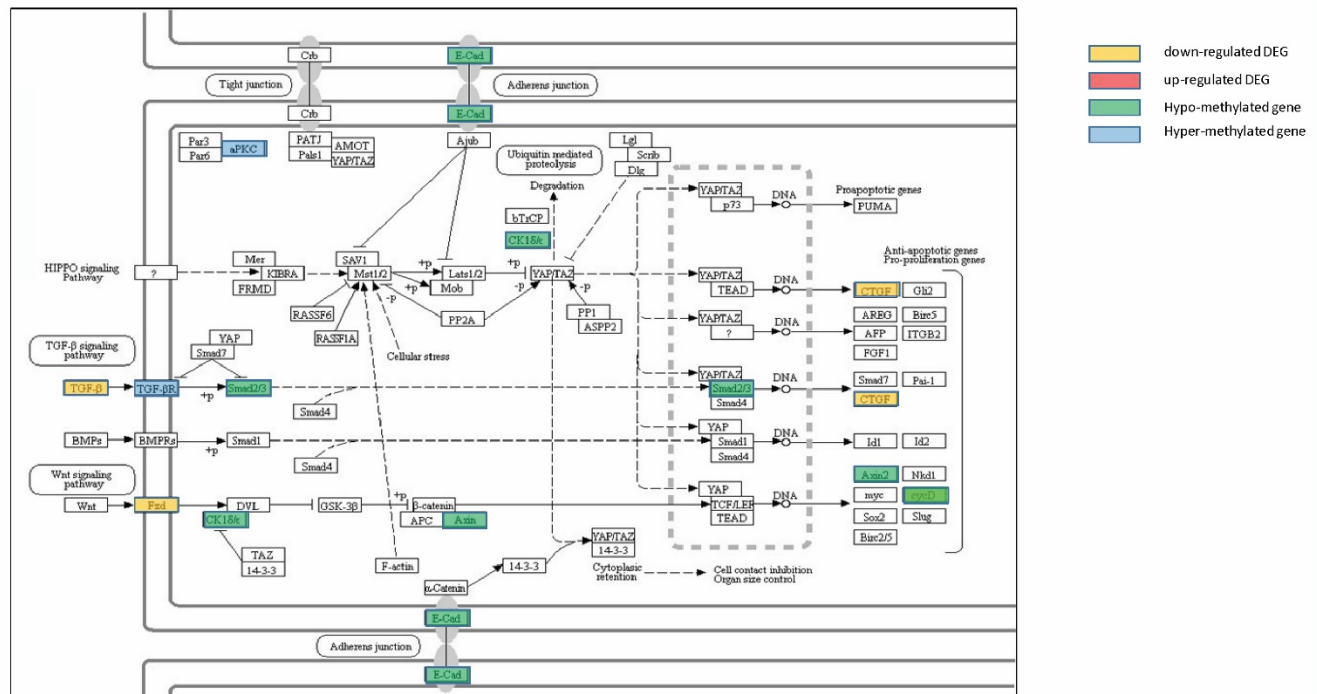

**Supplementary Figure 3. Integrated function analysis of the spaceflight-induced DMGs and DEGs found in EMC receptor, cell proliferation and survival. (a) DEGs and DMGs found in Extracellular Matrix (ECM)-receptor interaction using KEGGs pathway analysis; (b) DEGs and DMGs found in cell proliferation and survival pathways using the DAVID enrichment analysis. The expression or methylation status of DEGs/DMGs was color-labelled as depicted by legends.**

How the deposited data were processed for this re-analysis (not part of the article)

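Retinas of female mice flown for 37 days and of ground control mice, 21 weeks old by their labels, were studied by reduced representation bisulfite sequencing (RRBS; 8 spaceflight and 8 ground control libraries) and by RNA sequencing (9 spaceflight and 7 ground control libraries), with 1 mouse per library. The condition of each library was taken from its identifier in the paper's Supplementary Table 3. Mouse M21 is spaceflight there and in the source name of its RNA library, while the condition label of that library says ground control; it was counted as spaceflight, with the other reading as an alternative. For 6 ground control RNA libraries the labels and Supplementary Table 3 give different mouse numbers, and the table was followed. The number decides which column of the expression table is read for a library, with which DNA library it is joined and which eye goes with it. By the labels, 1 of the unused columns would come in and that of M40 drop out, which was not tested; only the joining was, as an alternative. The eyes given for DNA and RNA libraries match better by the labels: those of M32 and M33 are left and right for DNA, but right and left for the RNA libraries taken as M32 and M33. The paper counts 9 ground control mice, of which 8 DNA and 7 RNA libraries are analysed here; 2 further columns of the expression table were not used.

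For RRBS, the authors trimmed reads with Trim Galore 0.4.5, removed PCR duplicates by random tags, aligned the rest to GRCm38 with Bismark and wrote 1 table per library in the methylKit call format. The deposited tables give a read count for each CpG cytosine and the percent of its reads that are methylated, from 1 read upward, with the strands apart. For RNA, the authors used Trimmomatic, TopHat2 and Cufflinks, and the deposited table gives FPKM for 26630 entries, 1 of which has no gene name and holds up to 0.388% of a library's FPKM; the annotation version is not given in the paper's text. The authors' test for expression was Cuffdiff on reads, which FPKM do not allow to be repeated.

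Spaceflight DNA libraries held 61652709 to 80242659 reads on CpG cytosines and ground control libraries 59572205 to 105298542. The strands of each CpG were added, which left 1071432 CpGs with at least 10 reads in all 16 libraries; the median reads per shared CpG were 51.1 ± 4.91 (SD, n = 8) in spaceflight and 51.6 ± 9.69 (SD, n = 8) in ground control libraries. Intervals on shares of reads or CpGs cover counting error only. The reads behind each FPKM are not given, so that no counting error can be stated for expression; the paper's table of reads gives 38816396 to 49184051 read pairs per RNA library.

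Positions were annotated with the NCBI gene models of GRCm38: promoters 1000 bp and TSS regions 200 bp to either side of a start, then exons, introns and intergenic sequence. CpG islands were called from the sequence (at least 200 bp, 50% GC and an observed to expected CpG ratio of 0.6), with shores of 2000 bp and shelves beyond them. Group means of methylation over all shared CpGs or over a class of region were compared by exact permutation over the 12870 splits of 8 against 8 (smallest p 0.000155), and differences between region classes within mice by exact sign changes (smallest p 0.00781). Single CpGs were compared by logistic regression of methylated and unmethylated reads on group, with a McCullagh-Nelder overdispersion factor not taken below 1 and an F-test, adjusted by Benjamini-Hochberg; a call needed a difference of at least 10 percentage points and an adjusted p of 0.05 or under. Counts at an unadjusted p of 0.05 and an adjusted p of 0.3 are given beside it. Enrichment of CpGs by chromosome or region used Fisher's exact test.

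Expression was compared with limma (version 3.58.1, with a mean-variance trend) on log2(FPKM + 0.1) for the 12460 genes at 1 FPKM or more in all 16 libraries, and for list members on the 14322 genes with a mean of 1 FPKM or more. A call needed a fold change of at least 1.2, an unadjusted p of 0.05 or under and an adjusted p of 0.3 or under. The 38 gene lists, written before the expression values were read but after the paper's table of differentially expressed genes, cover rods, cones, bipolar, amacrine, horizontal and retinal ganglion cells, Müller glia, reactive gliosis, pigment epithelium, melanocytes and pigmented cells, anterior segment, corneal and basal epithelium, suprabasal epidermis, lens, fibroblasts, smooth muscle and pericytes, endothelium, microglia and macrophages, myelin, blood, skeletal muscle, immediate early genes, ECM-receptor interaction, TGF-β, insulin-like growth factors, Hippo and Wnt, lipid synthesis, oxidative phosphorylation, ribosomal proteins, oxidative stress defence, circadian clock, glucocorticoid response, heat shock and unfolded protein response, retinoic acid, DNA methylation machinery, cell junctions, nuclear-retained long RNAs and short structured RNAs. Each was tested with camera at a preset correlation of 0.01, with the estimated correlation and fry as alternatives; list members were also adjusted over the list alone. The mean of a list in each mouse was compared between groups by exact permutation over the 11440 splits of 9 against 7 (smallest p 8.74e-05). For the 5 genes of Fig. 5C, mean methylation of each region was set against FPKM in the 14 mice with both libraries (8 spaceflight and 6 ground control), by Pearson r and Spearman rho with permutation p from 100000 resamples.

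The rules for naming genes were set before the deposited values were read, but after Supplementary Tables 1A and 1C had been seen. They take every gene that the paper's results text or Table 1 names. They also take the 10 genes that rose most and the 10 that fell most among those past the thresholds. Up to 4 members of each list with the smallest p are added. For CpGs, they take the sites of Supplementary Table 1C at genes the paper names. The 5 CpGs in each direction with the smallest p, among those with a difference of at least 10 points, are added. The following were tried as alternatives: the read minimum, weighting, strands, sex chromosomes, the eye, the test, thresholds, pseudocount, low-expression filter, scaling, array weights, the label of M21, the pairing of mice and leaving out each library. The CpG and expression tests were tested on simulated data with known changes. Programs were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0, and R 4.3.3.

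The epigenetic clock was not analysed here, since its coefficients were not at hand, nor were pathway enrichments that rest on outside databases. In 2 of the regions of Fig. 5C, the upstream region of Tsc22d3 and the 5' UTR of Maf, no CpG had enough reads, which left 21 relations.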

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

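Of the tests in this part, the 3 on mean methylation over each library's own CpGs and the 1 on intermediate methylation of chromosome X were chosen only after the result had been seen.

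A sample is named below when its gap to the nearest other sample, divided by the range of its group, is above the 95% critical value of Dixon's test. Chance alone gives about 1 in 20 groups, or 15.4 of the 308 groups tested, and 52 were found; the groups share mice and genes, so they are not independent.

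Ground control mouse M31 has an unusual retina in both its DNA and its RNA library. Its methylation was the lowest of its group over the shared CpGs (gap ratio 0.715), over its own CpGs (0.610), and in exons (0.754), introns (0.639), CpG shores (0.671), CpG shelves (0.581) and intergenic sequence (0.713), and it was farthest out on the first (0.833) and second (0.704) principal components of the CpGs. In RNA it was the highest on the first component of the genes (0.630). Markers of its neurons were the lowest (cones 0.587, bipolar cells 0.763, amacrine cells 0.629, horizontal cells 0.730), and those of Müller glia (0.778), pigment epithelium (0.614), myelin (0.574), ECM-receptor interaction (0.580), TGF-β signaling (0.684), oxidative stress defence (0.708) and retinoic acid (0.673) the highest. Among named genes M31 was the highest of its group for Cd44 (0.838), Maf (0.815), Thbs4 (0.750), Serpine2 (0.729), App (0.642), Slc35f3 (0.616), Hes1 (0.598) and Fzd1 (0.589), and the lowest for Adamts3 (0.739), Erc2 (0.6249), Atp8a2 (0.617) and Slc6a8 (0.576). No cause was tested for M31 as such.

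Spaceflight mouse M22 stands alone for genes of the outer skin layers: Krt1 (0.942), Krt10 (0.895), Sbsn (0.624) and the suprabasal epidermis list (0.665). It was also the highest of its group for Maf (0.735), Cd44 (0.676), Egr1 (0.643), Wnt5a (0.552), Nr4a1 (0.501) and the ribosomal protein list (0.589). Other spaceflight mice that were the highest of their group are M21 for Mmp2 (0.552) and the DNA methylation machinery (0.505), M23 for Thbs4 (0.701), Col8a2 (0.670) and the second component of the CpGs (0.847), and M26 for Adamts3 (0.496). Among ground control mice, M32 was the highest for Elovl5 (0.664) and the lowest for A330021E22Rik (0.584), and M36 the highest for Cd209c (0.621).

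Of the genes past the expression thresholds, 17 are not in the paper's table of differentially expressed genes. Those that fell are Nab2, a co-repressor of EGR proteins (log2 change −0.62), Mrps12 of the mitochondrial ribosome (−0.60), Adc (−0.58), the histone gene Hist1h2be (−0.54), Ccdc85b (−0.42), Opa3 of mitochondria (−0.39), 9430023L20Rik (−0.38), Sssca1 (−0.35), the single-strand break repair gene Xrcc1 (−0.33) and Abcf1 (−0.27). Those that rose are Gm20235 (1.02), Cd209c (0.73), 3830408C21Rik (0.72), Gm10033 (0.54), Gm9241 (0.53), Fam82b (0.46) and Glt28d2 (0.41). Their adjusted p in limma are between 0.205 and 0.293 and none passes 0.05 (limma; 936 genes had an unadjusted p of 0.05 or under and a fold change of at least 1.2). Of 100 splits of the mice, the real one included, 6 gave at least as many genes as the 24 found, and the highest of the others gave 1876, so chance cannot be excluded; a split with that many genes points to a structure of the samples other than spaceflight. No gene was called in limma without M21, M25, M26, M27, M30, M40 or M32 (each left out alone; 549 to 858 genes then had an unadjusted p of 0.05 or under and a fold change of at least 1.2), and 2 without M34, 6 without M36 and 9 without M29.

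Of the gene lists, 8 that the paper does not report as sets were called by camera at its preset correlation; the paper does discuss genes of mitochondria metabolism and the keratins Krt1 and Krt10. The medians of the log2 changes were −1.56 for lens, −0.76 for short structured RNAs, −0.41 for the pigment epithelium, −0.18 for heat shock and the unfolded protein response, −0.16 for oxidative phosphorylation, −0.13 for ribosomal proteins, −0.11 for the circadian clock and 0.94 for suprabasal epidermis. With the correlation estimated from the data no list was called (lowest adjusted p = 0.396), nor with fry (lowest 0.0682). Of 100 splits of the mice 70 gave at least as many lists as the 11 called in all, and the highest of the others gave 28, so chance cannot be excluded.

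Methylation of mitochondrial CpGs, which the paper does not analyse, was 0.484% ± 0.0677 (SD, n = 8) after spaceflight and 0.397% ± 0.0349 (SD, n = 8) in ground control mice, a difference of 0.0874 points (exact permutation p = 0.00497); no conversion rate was measured.

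Mean methylation over the CpGs that each library covers by itself differed by −1.15 points after spaceflight (exact permutation p = 0.0505; 0.0412, 0.0357, 0.0426, 0.0311 and 0.00668 without M24, M25, M26, M27 and M31, and 0.0572 to 0.0977 without any other 1 library, with −0.859 points without M23). Lower methylation at the CpGs shared by all libraries is argued against as its cause. The 95% interval of the difference there goes no lower than −0.274. CpGs that some libraries lack were not compared this way, so lower methylation at those stays open. Incomplete bisulfite conversion in ground control libraries is argued against too, since mitochondrial CpGs, which it would raise in that group, were higher by 0.0874 points (95% interval 0.0298 to 0.145) after spaceflight. With every CpG set to its mean over the libraries that read it, the difference was still −1.12, though a CpG read in few libraries keeps their level. A candidate explanation is that the libraries cover different CpGs, with a larger share in CpG islands after spaceflight (45.9% against 44.5%). Why coverage differs was not tested.

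CpGs with an unadjusted p of 0.05 or under and a difference of at least 10 points were more frequent on chromosome X (223 of 25657) than on autosomes (1792 of 1045775), at an odds ratio of 5.11. Of 100 splits of the mice 14 gave an odds ratio as large and the highest of the others was 5.71, so chance cannot be excluded. More CpGs of chromosome X have intermediate methylation (45.8% of those tested lie between 20 and 80%, against 11.2% on autosomes), and among these the odds ratio was 1.33, so this may explain most of the excess. At the rate of autosomes 44.0 such CpGs would fall on chromosome X, and 178 at the rate of autosomal CpGs with the same spread and level. No biological explanation was tested, since all mice are female.

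The 107 tested genes that the paper lists as fallen, and that are in none of the marker lists, had a mean log2 difference of −0.3996 after spaceflight (exact permutation p = 0.136). Within groups their mean rises and falls with a score of other eye tissue, the mean of the anterior segment, corneal, pigmented cell and fibroblast lists (Spearman rho 0.918; Tyrp1 ranged from 9.75 to 244 FPKM and Krt5 reached 580), as was set down beforehand for other eye tissue in some libraries, which stays a candidate explanation. That score differs by 0.0607 between groups (exact permutation p = 0.914), but it averages lists that go opposite ways (corneal and basal epithelium 0.858, pigmented cells −0.281), so it does not settle the matter. The share of short structured RNAs cannot be told apart from no effect: its rho within groups is −0.25, with an interval from −0.689 to 0.323. Spaceflight stays open as well, since the difference of −0.424 left with that score regressed out (exact permutation p = 0.000699) was measured on genes that the study chose for it in these same mice.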

How the results depend on the processing

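The settings that leave out 2 or 3 mice together, test each strand alone, hold every CpG at its mean level or set both lists of the overlap at an unadjusted p were chosen only after the data had been seen, as tests of what stood out; the others were set before the data were examined. No paired analysis was possible because spaceflight and ground control mice are different animals; a shared mouse number joins only the DNA and the RNA library of 1 mouse.

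The difference in global CpG methylation over shared CpGs (−0.0387 points) kept its direction and did not pass the test at a minimum of 20 reads, over each library's own CpGs, on autosomes, in right eyes and with strands apart. With reads pooled, which weighs deeply read CpGs more, it was −3.19 and passed the test, and −2.95 with every CpG at its mean level over libraries; in left eyes it turned to 0.0225. Leaving out 1 library gave −0.114 (without M31) to 0.0215 (without M22). On autosomes the differences in promoters (0.0107), TSS regions (0.0102), introns (0.00139) and CpG shores (0.0111) turned from lower to higher; all are far under the spread between mice, and the cause was not tested.

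By logistic regression no CpG passed an adjusted p of 0.05 at either read minimum. None did without any 1 library (2002 to 2518 at an unadjusted p). None did by limma on percent methylation without or with the eye (2492 and 2478 at an unadjusted p and 10 points or more). Without overdispersion 858 did, 135 of them with a difference of at least 10 points, and an unadjusted threshold with that difference gives 2015. That unadjusted count was 752 at 20 reads or more, where fewer CpGs are tested, 4500 with 10 reads in at least 5 libraries of each group, where more are, 11234 at 5 points, 139 at 15 points and 3216 with each strand tested alone. The share of lower CpGs (56.9%) was 60.4% at 20 reads or more, 54.2% on autosomes and 61.9% without M31 and M23. It went from 49.5% (without M22) to 65.9% (without M31) when 1 library was left out, with 62.8% without M25 and 61.9% without M26; the cause was not tested. The excess on chromosome X kept its direction and stayed past the test in all 7 alternatives tried, and so did the contrasts between region classes.

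The 24 genes past the expression thresholds depend on many of the choices. There were 13 with a pseudocount of 1, 11 after quantile normalization, 15 in limma without trend, 8 with the eye as a covariate and 346 with array weights. There were 936 with no adjustment, 0 at an adjusted p of 0.05 without a fold minimum, and 0 with M21 counted as a ground control (limma; 570 genes then had an unadjusted p of 0.05 or under and a fold change of at least 1.2). Leaving out 1 library gave 0 (M21, M25, M26, M27, M30, M40 or M32) to 1400 (M31). There were 345 without M22, 142 without M23, 38 without M24, 9 without M29, 754 without M33, 2 without M34, 885 without M35 and 6 without M36. Without M40 and M32 there were 0, and without M31, M22 and M21 808, of which 24 are the genes first called. The 936 genes at an unadjusted p became 556 with array weights, 394 without M40 and M32, and 549 (without M40) to 1419 (without M31) when 1 library was left out, with 565 without M32. Of the paper's genes with their sign, 42 in place of 66 passed without M40 and M32. The cause was not tested, beyond the smaller number of mice where mice were left out.

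The 11 gene lists called at the preset correlation became 0 with an estimated correlation and 0 with fry, 17 without M40 and M32, 7 without M31, M22 and M21, and 7 (without M31) to 20 (without M40) without 1 library. The pigment epithelium list turned from lower (−1) to higher (1) without M31, M22 and M21, and the ribosomal protein list turned to higher (1) after quantile normalization. Over the 16 libraries left out, 151 list directions were kept and past the test and 25 were kept but no longer past it; in the other settings 53 and 33.

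Of the named genes' log2 changes in other settings, 560 kept direction and side of the threshold, 95 kept direction and lost the threshold, 26 gained it and 15 turned. With array weights log2 change of Serpinf1 turned to 0.15, of Lyz2 to 0.27, of Ilk to 0.075 and of Cd44 to 0.030. After quantile normalization Lyz2 turned to 0.023 and Serpine2 to −0.0013. Serpine2 turned to −0.0099 with a pseudocount of 1 and to −0.10 with the eye, and Ilk to 0.0054 with M21 as a ground control. Without M40 and M32 Serpine2 was −0.078 and Ilk 0.015. Without M31, M22 and M21 Krt1 was −0.11, Sbsn −0.12, Serping1 0.036 and Lyz2 0.15. Leaving out 1 library turned 33 of 928 values. The ranges are −0.44 (M35) to 0.15 (M31) for Serpinf1, −0.12 (M35) to 0.43 (M31) for Serpine2, −0.27 (M40) to 0.54 (M31) for Lyz2, −0.090 (M22) to 0.88 (M24) for Krt1, −0.0047 (M22) to 0.70 (M29) for Sbsn and −0.60 (M40) to 0.15 (M31) for Dcn. They are −0.10 (M22) to 0.051 (M31) for Igf1, −0.42 (M22) to 0.13 (M31) for Maf, −0.34 (M22) to 0.39 (M31) for Cd44, −0.36 (M22) to 0.29 (M31) for Serping1, −0.43 (M22) to 0.049 (M31) for Fzd1 and −0.43 (M22) to 0.27 (M31) for Ccnd2. The cause was not tested.

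Genes both differentially expressed and methylated numbered 0 at the thresholds used (no CpG passed logistic regression), 2 with methylation at an unadjusted p, 4 by the paper's lists and 45 with both at an unadjusted p. Pairing by the labels, used below, changes only the joining of DNA to RNA and not the expression columns, so it follows neither source in full. Of the relations of methylation and expression, Junb 5' UTR turned to −0.0338 when mice were paired by the labels, and within spaceflight mice Col8a2 upstream turned to −0.0171 and Col8a2 exon to 0.343; Col8a2 upstream passed an unadjusted test on the log2 scale at 0.534. The number at an unadjusted p, 1 (Junb upstream), was 1 by the labels (Tsc22d3 intron, 0.607, while Junb upstream was −0.0732), 0 in mice with 1 number, 2 on the log2 scale, 1 over own CpGs (Tsc22d3 intron, 0.627, while Junb upstream was −0.24), and 0 within spaceflight and 0 within ground control mice, with permutation tests of Pearson r; of the 3 relations of Maf 2 were negative and 0 within spaceflight mice. The cause was not tested.

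Depth limits which CpGs can be compared: 1071432 have 10 reads in every library, and 783360 have 20. In simulated reads at this depth, 94% of CpGs changed by 30 points were called, and smaller changes were not simulated. For expression, 78% of genes changed by 0.5 and 96% of those changed by 1 (log2) were called in simulated values, with 61 unchanged genes called and 26.0% of calls false. In the real libraries many genes vary together, with 38.7% of the variance on the first component. Other splits of the real mice called up to 1876 genes (median 0). The simulated rates therefore need not hold for the real data.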

Differences from the paper's values

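Chosen after the values were seen were only the settings named so below and the tests with every CpG at its mean level. The other tests in this part were set before the data were examined.

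The paper's 643 differentially methylated CpGs stand against 0 here (logistic regression with overdispersion, adjusted p of 0.05, difference of 10 points). At an unadjusted p there are 2015. None of the 25 alternatives set before the data were examined comes within 1.5 times of the paper's count. The highest at an adjusted p of 0.05 is 135, without overdispersion. At an unadjusted p of 0.05, as in the paper's results text, the count is 2015 against the paper's 643, and only a minimum of 20 reads, which the paper's methods state for CpG regions, comes near it (752). By direction, the paper's 434 lower and 209 higher CpGs stand against 1147 and 868; at a minimum of 20 reads they are 454 and 298, and no other alternative comes near. Of settings chosen after seeing the values, an adjusted p of 0.3 without overdispersion gives 902 CpGs and drops 134 of the paper's 643, and the same at a minimum of 20 reads gives 561 and drops 332, as does the count of 752. A setting with the overdispersion factor free to fall below 1, also chosen after, gives 391 at an adjusted p of 0.3 and drops 429.

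In Supplementary Table 1C, promoters hold 74 sites lower after spaceflight and 34 higher, where the paper's results text has the paper's 34 and the paper's 74; no alternative applies to this count. The single sites differ in 2 of 42 cases: at Axin2 the paper's −10.96 points stand against −5.18 here and at Nxph1 the paper's 38.2 against −2.37, with no alternative run for either.

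The paper's 177 differentially expressed genes stand against 24 at the same thresholds on FPKM (the paper's test was Cuffdiff); of 28 alternatives only leaving out M23 comes near (142), while the others range from 0 to 1400. The paper's table has the paper's 35 risen and the paper's 142 fallen genes against 10 and 14 here. For risen genes none of 26 alternatives comes near (closest 23 without M24 and 64 without M23), and for fallen genes array weights (134) and leaving out M22 (153) do and the other 24 do not. Of the paper's genes 7 pass these thresholds here. Without M31, M22 and M21, a setting chosen after seeing the values, 54 of the 158 then tested pass, among 808 genes; for the other settings with more calls (array weights, and without M22, M23, M24, M31, M33 or M35) the paper's genes among the calls were not counted.

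Log2 changes in the paper's Supplementary Table 1A differ for 9 of the 43 compared genes. For log2 change of Elovl5 the paper's −1.66 stands against −0.39, and none of 27 alternatives comes near (−0.68 to −0.08). For log2 change of Myoc the paper's −2.52 stands against −0.27 (ratio of group means of FPKM, which falls within the spread, −1.55), for log2 change of Krt12 the paper's −1.72 against 0.27 (ratio of means −0.14) and for log2 change of Col1a1 the paper's −1.19 against 0.15 (ratio of means −0.09); no other alternative was run for these 3. For log2 change of Serpinf1 the paper's −1.27 stands against −0.23; the ratio of means (−0.65) and leaving out M22 (−0.36) or M35 (−0.44) come within the spread, and the other 24 do not. For log2 change of Serpine2 the paper's −0.74 stands against 0.022; the ratio of means (−0.44) has the paper's sign, and so do a pseudocount of 1, quantile normalization, the eye as a covariate and leaving out M22, M25, M27, M29, M33, M34, M35, M40 or M36, while the other 14 do not. The paper's 4.36 for log2 change of Krt1, the paper's 2.42 for log2 change of Krt10 and the paper's 2.02 for log2 change of Sbsn stand against 0.75, 0.73 and 0.53; the ratio of means gives 4.42, 2.42 and 2.04, leaving out M25 (0.69) or M29 (0.70) comes within the spread for Sbsn, and no other alternative does.

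Correlations of methylation and expression differ for 10 of 21 relations, each with 6 alternatives. For Col8a2 exon the paper's −0.55 stands against −0.282; mice with 1 number in both sources (−0.293), each library's own CpGs (−0.546) and ground control mice alone (−0.395) come near, and the labels, the log2 scale and spaceflight mice alone do not. For Junb 5' UTR the paper's 0.68 stands against 0.234, with only ground control mice alone near it (0.595). The other 8 are read by eye in Fig. 5C. The paper's values are about 0.12 for Col8a2 intron (here −0.303, no alternative near), about −0.29 for Junb upstream (−0.783; near with the labels, −0.0732, and own CpGs, −0.24), about 0.3 for Junb exon (−0.177; only the labels, 0.199), and about −0.34 for Maf exon (0.123, none). They are about 0.33 for Mid1ip1 upstream (−0.25; only the labels, 0.106), about 0.38 for Mid1ip1 5' UTR (0.0552; own CpGs 0.509 and ground control mice 0.427), about 0.32 for Mid1ip1 intron (0.019; the labels 0.0713, mice with 1 number 0.249 and spaceflight mice 0.444) and about −0.1 for Tsc22d3 promoter (0.4661, none). The alternatives not named for a relation do not come near. The labels change only the joining of DNA to RNA and not the expression columns. Values from them therefore follow neither source in full and settle nothing.

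Promoter methylation of ground control mice is about 16% in Fig. 2A, read by eye, against 4.29% here, and no alternative comes near (4.02% at a minimum of 20 reads, 3.67% on autosomes, 4.88% over own CpGs). The second principal component of the differentially expressed genes holds about 19% of the variance in Fig. 3B, read by eye, against 12.5%; no alternative was set for it.

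Some statements also differ in direction or within the paper. The headings of up- and down-regulated genes in Table 1 run opposite to the signs in Supplementary Table 1A. Supplementary Table 1C has 409 lower and 234 higher sites by its own signs, and 410 and 233 here. The highest q value in that table is 0.299, above the false discovery rate the methods name. The paper calls the site at Mid1ip1 hypomethylated, where it is higher by 12.7 points here, and places sites of Sod3 (10.5) and Slc6a17 (13.9) among the hypomethylated and of Nr2e1 (−14.1) among the hypermethylated. The paper sees the groups separate on its differentially expressed genes; here they overlap on both components, and on the genes' first component over all tested genes (exact permutation p = 0.852). The paper reports lower global methylation over the CpGs of each sample. Over each library's own cytosines, strands apart, the difference here is −1.22 points (exact permutation p = 0.0626). Over each library's own CpGs it is −1.15 points (exact permutation p = 0.0505). With every CpG at its mean level over libraries, own CpGs still give −1.12 points (exact permutation p = 0.0253). Over shared CpGs the exact permutation p is 0.746. Reads pooled over shared CpGs give the same sign (exact permutation p = 0.00497). With every CpG at its mean level, pooled reads still give −2.95 points (exact permutation p = 0.00606). The paper names a region of chromosome 2 as rich in sites. Against the CpGs tested, the odds ratio there is 0.868 for CpGs at an unadjusted p (Fisher's exact test, adjusted p = 0.578). With the paper's own sites, of which it holds 15, the odds ratio is 1.17, in the paper's direction (adjusted p = 0.721). The sites of chromosome X number 70 in Supplementary Table 1C, which the paper gives otherwise.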

Other observations

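The tests of an interaction with the eye and the count of genes whose groups lie apart were chosen only after the data had been seen.

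Clock genes and chaperone genes were lower after spaceflight as groups, by small amounts. Of 16 circadian clock genes 12 were lower (median log2 change −0.11, camera adjusted p = 0.0150, adjusted p = 0.897 with an estimated correlation and 0.105 after quantile normalization), among them Dbp (22.4 ± 3.55 against 35.0 ± 11.8 FPKM; limma adjusted p = 0.323), Per2 (6.85 ± 0.841 against 8.90 ± 1.65; adjusted p = 0.329) and Per1 (37.1 ± 4.72 against 52.2 ± 13.4; adjusted p = 0.345). No clock gene passed over all genes, 4 passed adjusted over the list alone, and the mean of the list was highest in ground control mouse M40 (exact permutation p of the group difference 0.0182). Of 17 heat shock and unfolded protein response genes 15 were lower (median −0.18, adjusted p = 0.000335, adjusted p = 0.396 with an estimated correlation), with Ddit3 at 36.9 ± 4.99 and 48.0 ± 6.33 FPKM (adjusted p = 0.323) and Hspa8 at 581 ± 66.1 and 735 ± 77.8 FPKM (adjusted p = 0.329); 3 passed adjusted over the list alone. Values are means ± SD of 9 spaceflight and 7 ground control mice.

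Glucocorticoid targets showed no shared change: 9 of 13 were lower (median −0.08, camera adjusted p = 0.132; 1 is in the paper's table), and adjusted over the list alone 1 was higher, Cdkn1a (4.81 ± 2.88 against 2.75 ± 0.533 FPKM), and 2 were lower. Genes of lipid synthesis were divided, with 12 of 22 higher (median 0.01, adjusted p = 0.884; 3 in the paper's table). Of 6 myelin genes 4 were lower (median −0.07, adjusted p = 0.915), all 8 skeletal muscle genes were lower (median −0.30, adjusted p = 0.542) and the 1 measured blood gene was lower (−0.11, adjusted p = 0.884). All 8 nuclear-retained long RNAs were higher (median 0.24, adjusted p = 0.126), with Malat1 at 2088 ± 561 and 1700 ± 208 FPKM. Of 88 short structured RNAs 67 were lower (median −0.76, adjusted p = 2.3e-06, adjusted p = 0.897 with an estimated correlation; 6 in the paper's table), and 17 were lower adjusted over the list alone. The only one past the thresholds over all measured genes is Scarna2, listed at 0 in all 9 spaceflight and 2 ground control libraries and at 1375 to 16065 FPKM in the rest; Rn7sk is listed at 0 in 1 spaceflight and 2 ground control libraries and at 166969 to 372469 FPKM in the rest.

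Among the 14322 measured genes, 12 had groups that lie fully apart, where chance gives 2.50. Lower in every spaceflight mouse than in any ground control mouse were 9430023L20Rik, Abcf1, Sssca1, Tufm (22.3 to 26.6 against 26.6 to 38.4 FPKM) and Xrcc1. Higher in every one were A330021E22Rik, Adamts3 (9.37 to 15.2 against 5.84 to 9.23 FPKM), Fam82b, Gm12657, Gm20235, Tmem62 and Zfp277 (17.0 to 26.8 against 10.6 to 16.9 FPKM).

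Whether the effect of spaceflight differs between eyes was tested on the labels of left and right. For global methylation the effect in right eyes minus that in left eyes was −0.0979 points (exact permutation p = 0.696 over 3136 arrangements). In limma no gene had an interaction at an adjusted p of 0.05 (lowest 0.617), and 980 had an unadjusted p of 0.05 or under.

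Other splits of the same mice were used to ask whether chance can give results of the size seen, with 100 splits for each, the real one included. For the 2015 CpGs at an unadjusted p, 43 splits gave as many (highest other 3894); for the 135 CpGs called without overdispersion, 28 (highest other 802); for the share of 56.9% in the more frequent direction, 63 (highest other 78.9%). For the 936 genes at an unadjusted p of 0.05 and a fold change of at least 1.2, 7 splits gave as many (highest other 1876). When CpGs or genes were first selected for each split, the groups lay apart on the first principal component (1 for apart) in 100 splits for CpGs and 37 for genes, in the real split and in others (highest other 1). Chance can be excluded for none of these, and splits with many more CpGs or genes than the real one point to a structure of the samples other than spaceflight.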
